# Hypoxia Transcriptomic Modifications Induced by Proton Irradiation in U87 Glioblastoma Multiforme Cell Line

**DOI:** 10.3390/jpm11040308

**Published:** 2021-04-16

**Authors:** Valentina Bravatà, Walter Tinganelli, Francesco P. Cammarata, Luigi Minafra, Marco Calvaruso, Olga Sokol, Giada Petringa, Giuseppe A.P. Cirrone, Emanuele Scifoni, Giusi I. Forte, Giorgio Russo

**Keywords:** transcriptome, hypoxia, glioblastoma, proton therapy, omic science

## Abstract

In Glioblastoma Multiforme (GBM), hypoxia is associated with radioresistance and poor prognosis. Since standard GBM treatments are not always effective, new strategies are needed to overcome resistance to therapeutic treatments, including radiotherapy (RT). Our study aims to shed light on the biomarker network involved in a hypoxic (0.2% oxygen) GBM cell line that is radioresistant after proton therapy (PT). For cultivating cells in acute hypoxia, GSI’s hypoxic chambers were used. Cells were irradiated in the middle of a spread-out Bragg peak with increasing PT doses to verify the greater radioresistance in hypoxic conditions. Whole-genome cDNA microarray gene expression analyses were performed for samples treated with 2 and 10 Gy to highlight biological processes activated in GBM following PT in the hypoxic condition. We describe cell survival response and significant deregulated pathways responsible for the cell death/survival balance and gene signatures linked to the PT/hypoxia configurations assayed. Highlighting the molecular pathways involved in GBM resistance following hypoxia and ionizing radiation (IR), this work could suggest new molecular targets, allowing the development of targeted drugs to be suggested in association with PT.

## 1. Introduction

Glioblastoma Multiforme (GBM) is the most malignant and the most common tumor among glial neoplasms. It is characterized by an anaplastic, poorly differentiated, and highly cellular grade IV astrocytoma with a peak of incidence between 45 and 70 years [1]. Moreover, GBMs have a poor prognosis, and 5-year survival is less than 10% [2] due to treatment plan failures, often described in GBM patients.

Furthermore, GBM undergoes malignant progression under hypoxic conditions [3]. Hypoxia is a pathophysiological condition that generally arises due to the rapid proliferation of cancer cells as they outgrow their blood supply, therefore depleting cells of nutrients and available oxygen [1,4]. This condition is a feature found in several tumors, and it represents an indication of a poor prognosis. Indeed, hypoxia contributes to give strong radioresistance and chemoresistance, alters the tumor cells’ metabolism, generates strong genome instability, increases angiogenesis and vasculogenesis, and contributes to the formation of the cancer stem cells (CSCs) and circulating tumor cells (CTCs) involved in metastasis formation [1,5]. The hypoxic microenvironment is protective for the tumor and it represents an unfavorable risk element for the radiotherapy’s (RT) clinical outcome, as hypoxic tumors require higher radiation doses to achieve an effective cell killing rate, compared to normoxic ones. The increase in radioresistance in hypoxic tumors, such as GBM, is quantified by the oxygen enhancement ratio (OER), which is the ratio of iso-effective doses in hypoxic and fully oxygenated conditions to produce the same biological effect [1,6,7,8]. As expected, the OER value is strictly dependent on the linear energy transfer (LET) of a specific radiation. Generally, low-LET ionizing radiations, such as photons, elicit tumor cell-killing mainly through indirect effects (e.g., ROS generation), and their efficacy is more susceptible to the tissue’s oxygen concentration. On the contrary, high-LET radiations primarily induce a direct effect on their targets and cell damage is less dependent on oxygen concentration [9]. Thus, tumor hypoxia substantially diminishes the efficacy of conventional anticancer approaches.

The current ASTRO standard guidelines for GBM care are based on surgical resection, conventional RT (60 Gy delivered by 2 Gy daily fractions), and chemotherapy with daily temozolomide (TMZ) administration [9]. However, these approaches are not always curative, and the GBM patient median survival time remains 14.6 months [10]. In this sense, proton therapy (PT) shows better ballistic precision and higher dose conformity than conventional RT, and it could be proposed as a promising treatment modality for GBM cancer [10,11,12]. Further RT strategies for the treatment of GBM account also for the application of carbon ions, which exhibit higher efficacy in terms of radiobiological response than protons. Moreover, encouraging results have been generated using magnetic hyperthermia (MHT) combined with RT to radiosensitize the hypoxic cells of GBM. However, both carbon ions and MHT are still under investigation in several clinical trials [13,14,15]. 

Furthermore, the discovery of new biological biomarkers is needed to perform more successful treatment plans against specific molecular subtypes, and it would be helpful to take into account the GBM genomic features. Then, molecular markers could be considered integral parts of tumor assessment in modern neuro-oncology, helping clinicians to make therapeutic and clinical decisions for GBM patients [2].

Considering these assumptions, this study’s main aim was to analyze the U87 GBM cell line’s response to PT treatment under induced acute hypoxia. Cell survival curves to increasing PT doses under normoxia/acute hypoxia were constructed, to verify the major radioresistance under reduced O_2_ concentrations. In addition, whole-genome gene expression profiling (GEP) analysis was performed on hypoxic samples subjected to RT with a low (2 Gy) and a high (10 Gy) dose. Then, on one hand, the common dose-independent hypoxic response to the PT stress was discussed, whereas, on the other hand, the two 2 Gy and 10 Gy hypoxic samples were compared with respective normoxic treated samples. Thus, the most statistically and biologically relevant deregulated pathways were described for the configurations analyzed and some clinically significant biomarkers were discussed.

## 2. Materials and Methods

### 2.1. GSI Hypoxic Chambers

The GSI hypoxic chambers were produced from single pieces of polyetheretherketone (PEEK). Each chamber had a parallelepiped shape, with one side being an irradiation window of 1 mm thickness (water-equivalent thickness of 1.23 mm). 

The chamber was closed from the top with a transparent polymethylmethacrylate (PMMA) lid. The two chamfers (one in the bottom and one on the top cover) gave the possibility to position the polyvinyl-chloride sample ring with an internal diameter of 24 mm and a thickness of 3 mm. 

For the sample preparation, both of the ring sides were covered with a gas-permeable foil of 25 μm thickness (BioFolie25, In Vitro Systems and Services, Göttingen, Germany). Every layer corresponded to a water-equivalent thickness of 47 µm. 

To reach the desired level of hypoxia, the chambers containing sample rings were sealed, attached to the external bottle with the gas mixture, and flushed for two hours at a rate of approximately 200 mL/min. Samples in normoxia were also irradiated inside the chambers, but without flushing. In this experiment, a mixture of 94.8% N_2_, 0.2% O_2_, and 5% CO_2_ was used for the hypoxic conditions. 

The gas flow was measured at the gas outlet with a mass flow meter calibrated for nitrogen (Vögtlin Instruments AG, Muttenz, Switzerland). Previous studies to determine the required time and gas flow to reach the medium’s planned oxygen state were done using a needle-type housing optical O_2_ microsensor (Pre-Sens, Regensburg, Germany) [16]. 

### 2.2. Cell Culture Preparation and Proton Irradiation Set-Up

Biological samples were prepared 24 h before the irradiation as follows. First, a circle of biofoil was attached to each sample ring using joint grease (Karl Roth, Karlsruhe, Germany), with its hydrophilic side facing the inner part of the ring. U87 GBM cells (European Collection of Authenticated Cell Cultures (ECACC), Public Health England, Porton Down Salisbury, UK) were trypsinized and resuspended inside the growth medium. The cell concentration was adjusted to the value of approx. 33.3 × 10^4^ cells/mL, and 1.5 mL of the resulting cell suspension was transferred inside the ring. At the last step, each ring was closed with another circle of biofoil, transferred into a Petri dish, and incubated until the irradiation day. 

Two hours before irradiation, rings were placed inside the chambers and gassed as described in the previous section. Irradiation of U87 cell line under normoxia conditions was performed as previously reported [11].

Samples were irradiated at CATANA proton therapy facility of INFN-LNS in the middle of a 62 MeV proton spread-out Bragg peak with increasing PT doses (1–10 Gy) [17]. In particular, samples in normoxia were irradiated with doses of 1, 2, 3, 4, and 6 Gy, while the hypoxic samples received doses of 2, 4, 6, and 10 Gy.

### 2.3. Clonogenic Assay

Following irradiation, cells were trypsinized, counted, and re-seeded into 6-well plates in triplicate. The number of re-seeded cells was estimated to re-seed 100 living cells accounting for the expected survival. After 10 days of incubation, the colonies were fixed and stained with 0.5% crystal violet dye in 95% methanol in water. The stained colonies were counted manually, and those containing at least 50 cells were considered as surviving. 

### 2.4. Whole-Genome cDNA Microarray Expression Analysis

To study the biological processes activated in U87 GBM cell line irradiated in the middle of a spread-out Bragg peak with 2 and 10 Gy doses of proton during acute hypoxia, we performed whole-genome cDNA microarray gene expression analyses as previously described [18], comparing samples of interest to hypoxic samples not exposed to RT. Twenty-four hours after PT, U87 GBM cells were harvested, counted, and the pellet stored immediately at −80 °C. Total RNA was extracted from cells using Trizol and the RNeasy mini kit (Invitrogen). RNA concentration and purity were determined spectrophotometrically using a Nanodrop ND-1000 (Thermo Scientific Open Biosystems, Lafayette, CO, USA) and then labeled and hybridized onto Whole Human Genome 4 × 44 K microarray GeneChips (Agilent Technologies Santa Clara, CA, USA) containing all known genes and transcripts of an entire human genome according to the Agilent Two-Color Microarray-Based Gene Expression Analysis protocol. Microarray images were acquired with a DNA Microarray Scanner with Sure Scan High-Resolution Technology (Agilent Technologies Santa Clara, CA, USA). Background correction and normalization, as well as statistical data analyses of the gene expression profiles (GEPs), were performed using Feature Extraction 9.5 and GeneSpring GX 13.0 software (Agilent Technologies Santa Clara, CA, USA). Genes were identified as being differentially expressed if they showed a fold change (FC) of at least 2 with a *p* value < 0.05 compared with U87 untreated cells used as reference. The data discussed in this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) [19] and are accessible through GEO Series accession numbers (GSE162986). Microarray data are available in compliance with Minimum Information About a Microarray Experiment (MIAME) standards. 

Finally, we studied biological pathways regulated by the genes belonging to the differentially expressed gene lists obtained by GEP analyses, firstly using the Database for Annotation, Visualization and Integrated Discovery (DAVID) network building tool (https://david.ncifcrf.gov/tools.jsp (accessed on 16 April 2021)), which provides a comprehensive set of functional annotations for investigators to study the biological content captured by high-throughput technologies such as microarray analyses and secondly by using the PubMatrix tool to confirm our assumptions [20]. Since the list of deregulated pathways was long and complex, we decided to describe only the top 15 significantly upregulated pathways.

## 3. Results

### 3.1. Survival Curves

Figure 1 shows the survival curve for U87 cell line, irradiated in the middle of a 62 MeV proton spread-out Bragg peak in hypoxia (0.2% O_2_), compared with the normoxia data (21% O_2_). Each point represents the average of two independent repetitions. Both sets of data were fitted using the linear–quadratic approach, describing the survival as a function of dose as lnS = −αD–βD^2^. The plot demonstrates a substantial increase in cell survival in hypoxic conditions with an OER_S=10%_ = 1.69 ± 0.36.

### 3.2. Overview of cDNA Microarray Gene Expression Analyses under PT/Hypoxia Conditions

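Gene expression was measured on 2-color Agilent whole human genome microarrays in U87 cells, an established human glioblastoma cell line. On every array, the Cy5 channel held RNA of cells irradiated with 2 or 10 Gy under hypoxia and collected 24 h later. The Cy3 channel held RNA of hypoxic cells that were not irradiated. The paper does not state the oxygen level between irradiation and harvest. The dyes were not swapped on any array. Each value is therefore a ratio of irradiated to non-irradiated cells, and the spread of the non-irradiated cells is left out of it. The sample labels name 6 biological replicates per dose. The 12 deposited files carry 1 slide identifier, 4 array positions (2 per dose) and 3 scans of that slide, which started 0, 20 and 39.5 min after the first. Files of the same array position were treated as repeat scans and averaged. The 2 arrays of a dose were then compared over 264 probes printed 10 times on each array. In units of the noise between these repeated spots, the root mean square difference of their log2 ratios was 1.05 at 2 Gy and 1.00 at 10 Gy, so the 2 arrays differed by about the sampling noise and were counted as 1 sample (n = 1 per dose). Separate cultures that differ very little are not excluded by this comparison. The differences reported for these samples have no replicate check, and no p-value is given for them. The test set before the data were examined, limma with p under 0.05 over the 12 files as separate arrays, was replaced for this reason by the fold change alone. This change was made after the files and the counts by both rules had been seen; the rule as first set called 2643 genes at 2 Gy and 3673 genes at 10 Gy.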

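The authors used Feature Extraction to subtract the background and normalize the dyes, and deposited the resulting log10 ratios, which were turned here into log2 ratios. Control spots and spots with an outlier flag were left out, spots of the same probe were averaged, and a probe was kept when it was well above background in at least 1 channel on at least 4 of the 6 scans of a dose. This left 31764 of 41000 probes, and each of the 24152 genes was represented by its probe with the brightest mean signal. Signal over background limits the precision of single genes, as does the number of arrays. Between 23941 and 25357 probes per scan were well above background in Cy3 and between 29884 and 33012 in Cy5. Where 1 channel was not well above background on any scan of a dose, only a bound of the fold change is given ("at least"), calculated per channel after normexp background correction with an offset of 50, loess and Aquantile normalization. The dim channel was set on each scan to a limit, the higher of the lowest signal well above background and the probe's own signal. The probe's own signal was the limit on every scan for 1885 of the 4060 genes with 1 dim channel at 2 Gy and for 2364 of 3300 at 10 Gy. For these genes the bound equals the ratio that normexp with loess gives, which the offset pulls toward 0 on the log2 scale, and it is not a ratio to a detection limit. The bounds depend on this choice of limit, are no guaranteed minimum and remain open to dye bias. Where a median is given with dim genes at their bounds, bounds under 1-fold were set to no change, and leaving them as they were gave the same medians. Positions are those of the files, on the genome build hg17. The ratio of a gene is relative to the other genes of its array, because the dye normalization sets the overall balance of the channels.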

As described above, we analyzed the GEPs induced by PT irradiation using 2 and 10 Gy doses of IR on the U87 GBM cell line exposed to acute hypoxia by using the GSI hypoxia chambers, able to reproduce hypoxia in vitro with the following conditions: 94.8% N_2_, 5%CO_2_, 0.2% O_2_. 

The decision to consider these two doses, one low and one high, was related to the fact that 2 Gy is the daily dose delivered during fractionated RT treatments, while 10 Gy represents a dose of clinical interest for comparisons with other GEP analyses performed by our research group and also according to the hypofractionated stereotactic radiotherapy (hSRT) regimens that were recently performed [11,21,22].

In detail, we analyzed the following configurations: (**i**) U87 cell treated with 2 Gy under acute hypoxia (hereafter named U87_2Gy_Hyp); (**ii**) U87 cell treated with 10 Gy under acute hypoxia (named U87_10Gy_Hyp). 

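Across the 18252 genes well above background in both channels on every scan, the log2 ratios of the 2 arrays of U87_2Gy_Hyp were correlated with r = 0.984, and those of U87_10Gy_Hyp with r = 0.988. Genes are not independent replicates, and these values describe the repeatability of the hybridization. The median absolute difference between the 2 arrays over all genes was 0.059 on the log2 scale for U87_2Gy_Hyp and 0.057 for U87_10Gy_Hyp.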

Comparative differential gene expression analyses revealed that a conspicuous number of genes had significantly altered expression levels by two-fold or greater, compared to the hypoxic non-irradiated samples, as displayed in Table 1. 

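In the deposited ratios, 2644 of 24152 genes were changed at least 2-fold in U87_2Gy_Hyp, of which 1740 were higher and 904 lower than in the non-irradiated hypoxic cells. In U87_10Gy_Hyp, 3674 genes were changed at least 2-fold, 1816 higher and 1858 lower. All 2644 genes at 2 Gy and 3672 of the 3674 genes at 10 Gy had the same direction on both arrays of the dose, and 2136 and 3164 of them, respectively, were at least 2-fold on each array. For 844 of the genes at 2 Gy and 845 of the genes at 10 Gy, a channel was not well above background on any scan, so that the size of their change is not known. Both channels were dim for 2 and 68 of these, and the bound was under 1-fold for 91 and 90. The background treatment moved the counts most among the alternatives set before the data were examined: normexp background correction followed by loess gave 687 genes at 2 Gy and 1170 at 10 Gy. The scale of the 2 Gy arrays also depended on the normalization. With each array scaled to its spike-in controls, an alternative chosen after seeing the data, the median log2 ratio of all genes at 2 Gy moved from -0.06 to -0.91, and directions at 2 Gy are therefore given relative to the other genes. Of the genes with more than 1 probe called at 2 Gy, 325 of 460 had another probe below 2-fold and 13 had one changed at least 2-fold the other way. At 10 Gy, these numbers were 539 and 94 of 752 genes.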

On the other hand, considering that the number of genes selected with a more stringent statistical significance (fold change > 5) was too small to carry out an exhaustive network analysis, only GEPs with an f.c. > 2 were analyzed and described. However, selected genes, with high fold change values, are also described in the Discussion section to highlight their interesting roles in cell responses to PT under acute hypoxia.

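At the 5-fold threshold, 174 genes remained in U87_2Gy_Hyp, 163 higher and 11 lower. In U87_10Gy_Hyp, 299 genes remained, 149 higher and 150 lower. Of these, 56 genes at 2 Gy and 59 at 10 Gy had a channel dim on every scan. The 3 genes with the highest ratios at 2 Gy, among those well above background in at least 1 channel and changed in the same direction on every scan, were OTUD7A, a transcript known only by its probe name A_32_P1291 and WNT6. OTUD7A (chromosome 15, 29562912 to 29562971) had a log2 ratio of 4.19 at 2 Gy and 4.41 at 10 Gy. The Cy3 signal of this probe was not well above background on every scan, and the other OTUD7A probe gave -0.65 and -0.18. A_32_P1291 (chromosome 20, 62164977 to 62165036) had log2 ratios of 4.17 and 4.08, well above background on every scan. WNT6 (chromosome 2, 219563785 to 219563844) reached 4.09 and 3.81, and another WNT6 probe gave -0.78 and -0.56. At 10 Gy, OTUD7A, A_32_P101073 (chromosome 2, 220108818 to 220108877, log2 ratio 4.09) and A_32_P1291 were highest. The lowest ratios at 2 Gy were those of AI364887 (-3.10), AF088054 (-2.78) and AA890136 (-2.55), which the files list by these sequence names. At 10 Gy, the lowest were ENST00000314238 (-3.81), ENST00000360548 (-3.56) and CD048206 (-3.56). The 2 arrays of a dose differed by less than these changes for each of these genes.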

### 3.3. Pathway Analysis of GEP Lists under Combined PT/Hypoxia Conditions

Up- and downregulated transcripts for each configuration analyzed in this study were selected and grouped according to their involvement in specific biological pathways using the DAVID tool, as previously reported [23]. Since the list of deregulated pathways was long and complex, we decided to describe only the top 15 significantly upregulated pathways after 2 and 10 Gy doses of proton to select specific biomarkers strictly linked to the treatments (Table 2 and Table 3). 

In particular, as shown in Table 2, after 2 Gy of PT, the U87 hypoxic cells were able to deregulate a set of genes, mainly involved in pro-survival cellular signals and cancer development (Table 2). 

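Table 2 lists 221 distinct genes, of which 219 were measured on the arrays. At 2 Gy, 112 of the 219 genes were at least 2-fold higher by their brightest probe, 1 was at least 2-fold lower, and 190 had a log2 ratio above 0. Their median log2 ratio was 1.01. For 42 of the 219 genes, 1 channel was not well above background on any scan at 2 Gy, and with these genes at their bounds (1 of them, with a bound under 1-fold, at no change) the median was 0.45. Without them, 72 genes were at least 2-fold higher. When a gene was counted as higher if any of its probes was at least 2-fold higher, the number rose to 209. These genes were chosen by the study on the same samples, so their ratios are not independent evidence and no enrichment test was run on them. By pathway, 27 of the 47 measured genes of proteoglycans in cancer, 36 of 74 of pathways in cancer, 19 of 43 of focal adhesion and 29 of 53 of the PI3K-Akt signaling pathway were at least 2-fold higher in the deposited ratios. Without genes with a channel dim on every scan, these numbers were 21, 25, 14 and 16, in that order. WNT6 had the largest deposited ratio in proteoglycans in cancer and in pathways in cancer. In focal adhesion this was PIK3R2 (chromosome 19, 18138079 to 18138965), whose Cy3 signal was not well above background on any scan, so its rank is not known. With Cy3 at its limit, it was at least 1.28-fold higher. In the PI3K-Akt signaling pathway it was PKN2 (chromosome 1, 88862197 to 88862256), with a log2 ratio of 2.84, while another of its 3 probes gave -0.55.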

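Of the genes that Table 2 lists under the p53 signaling pathway, 8 of 18 were at least 2-fold higher at 2 Gy in the deposited ratios (5 without genes with a channel dim on every scan) and 1 was at least 2-fold lower. BBC3 (chromosome 19, 52423274 to 52423333) had the largest deposited ratio, with a log2 ratio of 3.42 (10.7-fold), whereas another of its 3 probes gave -0.72. In the list of cell cycle genes, 12 of 25 were at least 2-fold higher (8 without dim genes) and 1 was lower. SMAD4 (chromosome 18, 46859058 to 46859117), which had the largest deposited ratio there, was at least 1.30-fold higher with Cy3, dim on every scan, at its limit. For SMAD4 this limit was the probe's own signal on every scan, so the fold is not a ratio to a detection limit. The tallies were 9 of 13 measured genes for the VEGF signaling pathway, 21 of 39 for the Ras signaling pathway, 17 of 32 for the regulation of stem cell pluripotency and 12 of 25 for the Wnt signaling pathway. They were 13 of 21 for the phosphatidylinositol signaling system and 9 of 16 for inositol phosphate metabolism. Without dim genes, these 6 tallies fell to 4, 11, 11, 8, 7 and 5. The largest deposited ratios in these lists were those of PPP3R1 (at least 1.35-fold) for VEGF signaling, PIK3R2 for Ras and phosphatidylinositol signaling, WNT6 for pluripotency and Wnt signaling, and PIK3C2A (at least 1.05-fold) for inositol phosphate metabolism. PPP3R1, PIK3R2 and PIK3C2A were dim in Cy3 on every scan. Their folds are therefore given with Cy3 at its limit, and their ranks are not known. For PPP3R1 and PIK3C2A this limit was also the probe's own signal on every scan. VEGFA (chromosome 6, 43854201 to 43854612) had a log2 ratio of 0.69 at 2 Gy and its 4 probes ranged from 0.09 to 1.09. HIF1A (chromosome 14, 61284598 to 61284657), the hypoxia-inducible factor, had a log2 ratio of 0.79. With the common shift of all genes at 2 Gy that scaling to the spike-in controls brings, the values of both VEGFA and HIF1A fell below 0.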

In summary, some of the genes included in the GEP lists control the cell fate (i.e., cell cycle and p53 signaling pathway); others are related to tumor progression, cell–cell communication, angiogenesis, invasiveness (i.e., pathways in cancer, VEGF signaling pathway, proteoglycans in cancer, Ras signaling pathway, signaling pathways regulating pluripotency of stem cells, Wnt signaling pathway, focal adhesion); some others participate in multiple intracellular signaling processes associated with different cell activities (i.e., phosphatidylinositol signaling system, inositol phosphate metabolism, and PI3K-Akt signaling pathway). In addition, the Hippo signaling pathway, FoxO signaling pathway, and Rap1 signaling pathway are redundant, as they were found to be related to PT cell response in other studies by our group, and, in our opinion, they need further investigation [11].

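In Table 2, 18 of the 36 measured genes of the Hippo signaling pathway were at least 2-fold higher at 2 Gy, as were 16 of 29 genes of the FoxO signaling pathway and 24 of 39 genes of the Rap1 signaling pathway. Without genes with a channel dim on every scan, these numbers were 11, 7 and 11. In the lists of Hippo and FoxO signaling, 1 gene each was at least 2-fold lower. The largest deposited ratios were those of WNT6 for Hippo, PIK3R2 for FoxO and PARD6B for Rap1 signaling. PIK3R2 and PARD6B (chromosome 20, 48803184 to 48803243) were dim in Cy3 on every scan. With Cy3 at its limit, PARD6B was at least 1.31-fold higher at 2 Gy. For PARD6B this limit was the probe's own signal on every scan. YAP1, a transcriptional coactivator of Hippo signaling, had a log2 ratio of 0.07 at 2 Gy and -0.81 at 10 Gy by its brightest probe, while its other probe gave 2.51 and 1.70. WWTR1, which encodes the coactivator TAZ, had log2 ratios of 0.24 and 0.15, and its 4 probes ranged from 0.19 to 0.51 at 2 Gy and from -0.54 to 1.11 at 10 Gy. RAP1A had log2 ratios of 0.01 and 0.46, and TERF2IP, which encodes the telomeric protein RAP1, had 0.37 and 0.21. The mean of both probes of YAP1 was 1.29 at 2 Gy, which is above 2-fold, and 0.45 at 10 Gy. None of YAP1, WWTR1, RAP1A and TERF2IP was changed 2-fold by its brightest probe at either dose. With the common shift of the spike-in scaling, their values at 2 Gy all fell below 0.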

Similarly, as reported in Table 3, the U87 GBM hypoxic cells, exposed to 10 Gy of PT, also upregulated 10 common pathways out of the 15 above described. This list represents the dose-independent response of hypoxic cells to PT irradiation (Hippo signaling pathway; proteoglycans in cancer; FoxO signaling pathway; P53 signaling pathway; focal adhesion; PI3K-Akt signaling pathway; signaling pathways regulating pluripotency of stem cells; Wnt signaling pathway; Rap1 signaling pathway and cell cycle; cell cycle).

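Table 3 lists 256 distinct genes, of which 253 were measured. At 10 Gy, 126 of them were at least 2-fold higher by their brightest probe, 8 were at least 2-fold lower and 208 had a log2 ratio above 0, with a median of 0.96. With the 34 genes with a channel dim on every scan at their bounds (3 of them at no change), the median was 0.51, and without them 94 genes were at least 2-fold higher. Counting a gene when any of its probes was at least 2-fold higher gave 237 genes. Among the pathways that Table 3 shares with Table 2, the numbers at least 2-fold higher at 10 Gy were 16 of 36 measured genes for Hippo signaling, 25 of 45 for proteoglycans in cancer, 17 of 33 for FoxO signaling, 7 of 18 for p53 signaling and 17 of 39 for focal adhesion (9, 20, 11, 6 and 14 without dim genes). They were 32 of 59 for PI3K-Akt signaling, 12 of 27 for the regulation of stem cell pluripotency, 9 of 25 for Wnt signaling, 25 of 36 for Rap1 signaling and 12 of 23 for the cell cycle (22, 7, 5, 15 and 9 without dim genes). WNT6 had the largest deposited ratio in the Hippo, proteoglycan, pluripotency and Wnt lists. BBC3 (log2 ratio 2.92) had it in the p53 list and PARD6B in the Rap1 list. PARD6B, dim in Cy3 on every scan, was at least 1.22-fold higher with Cy3 at its limit. For PARD6B this limit was the probe's own signal on every scan. CDK2 (chromosome 12, 54652056 to 54652115, log2 ratio 2.88) had the largest deposited ratio in the FoxO, PI3K-Akt and cell cycle lists, and PPP1R12C (chromosome 19, 60294602 to 60294661, log2 ratio 2.51) in focal adhesion. The Cy3 signal of CDK2 was well above background on only 2 of the 6 scans at 10 Gy. Its lowest log2 ratio at 10 Gy among the alternatives was 1.08.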

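For the genes listed in Table 2, the median log2 ratio was 0.64 at 10 Gy, or 0.30 with dim genes at their bounds (5 of 37 at no change). Of these 219 measured genes, 70 were at least 2-fold higher at 10 Gy and 65 at both doses, and 32 differed at least 2-fold between the doses. For the genes listed in Table 3, the median log2 ratio at 2 Gy was 0.63, or 0.36 with dim genes at their bounds (3 of 37 at no change). Of these 253 measured genes, 77 were at least 2-fold higher at 2 Gy and 72 at both doses, and 21 differed at least 2-fold between the doses. The 2 tables share 126 genes.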

Furthermore, the other five upregulated pathways represent the high dose (10 Gy)-related response to irradiation. These specific signatures seem to be involved in the post-irradiation damage control, as some pathways are related to the immunological balance, cell communication, and bystander effect (tumor necrosis factor, TNF, mTOR signaling, endocytosis) [24,25,26,27], whereas the AMPK signaling pathway has been recognized to mediate stress responses to facilitate autophagy [28] and the neurotrophin pathway’s upregulation could be involved in neurogenesis and/or neurorepair processes, induced by both radiation and hypoxia exposure [29].

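In the pathways that only Table 3 lists, 22 of the 52 measured genes of endocytosis, 17 of 31 genes of AMPK signaling, 14 of 24 genes of neurotrophin signaling, 8 of 14 genes of mTOR signaling and 11 of 21 genes of TNF signaling were at least 2-fold higher at 10 Gy in the deposited ratios. At 2 Gy, the same lists held 14, 9, 9, 5 and 5 genes at least 2-fold higher, in that order. Without genes with a channel dim on every scan of the dose, the numbers were 18, 11, 10, 5 and 6 at 10 Gy and 11, 4, 5, 2 and 1 at 2 Gy. Whether these shares differ between the doses was not tested, because each dose is 1 sample. The largest deposited ratios at 10 Gy were those of ARAP2 for endocytosis and MAPK12 for neurotrophin and TNF signaling. ARAP2 and MAPK12 were dim in Cy3 on every scan and at least 1.33-fold and 1.31-fold higher with Cy3 at its limit. For both genes this limit was the probe's own signal on every scan. In the other lists, LEPR was largest for AMPK signaling (log2 ratio 2.07, Cy3 well above background on only 2 of the 6 scans). AKT1S1 was largest for mTOR signaling (log2 ratio 1.86, Cy3 well above background on 4 of the 6 scans).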

To specifically highlight differentially expressed, shared genes between the U87 GBM cells irradiated with 2 and 10 Gy doses of proton under acute hypoxia, we constructed Venn diagrams, as shown in Figure 2, directly using the starting gene lists by two-fold.

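Of the genes changed at least 2-fold at either dose, 1556 were changed at both, 1088 only at 2 Gy and 2118 only at 10 Gy. Among the 1556 shared genes, 995 were higher at both doses, 549 were lower at both and 12 changed in opposite directions. For 1090 of the 1556, neither dose had a channel dim on every scan. The shared genes made up 58.9% of the genes changed at 2 Gy and 42.4% of those changed at 10 Gy. Across all 24152 genes, which are not independent replicates, the log2 ratios of the 2 doses were correlated with Pearson's r = 0.714 and Spearman's rho = 0.693. Both doses are set against non-irradiated cells, so some overlap arises without any effect of irradiation. Unchanged samples simulated against 1 shared control sample, with the spread of the observed ratios, gave at most 880 shared genes in 100 draws (median 830.5) and a correlation of 0.485. This number is no ceiling, because a single control sample can lie further from both irradiated samples than the simulation allows, and a shared control without an effect of irradiation is not excluded. With the spread between the Cy3 channels of the 2 doses, the simulation gave a median of 12 shared genes and at most 22. The 2 doses also share the dye orientation.

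**Figure D1:**
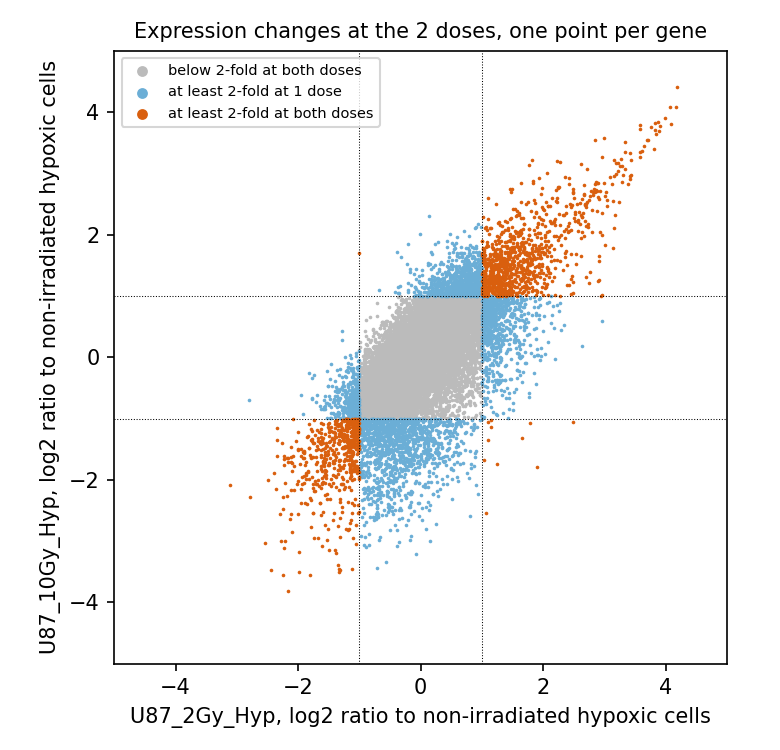
Log2 ratio to non-irradiated hypoxic cells at 2 Gy (horizontal axis) and at 10 Gy (vertical axis), 1 point per gene for 24152 genes, each the mean of 2 arrays; genes with a dim channel are drawn at the deposited ratio. Dotted lines mark a 2-fold change, and the 1556 genes changed at both doses lie mostly in the upper right and lower left corners, with 12 in the opposite corners.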

As shown, many genes were commonly deregulated in the two configurations assayed, hereafter named 2027-gene signature, linked to the proton cell response under hypoxia. 

Table 4 reports the result of DAVID analysis performed on the 2027-gene signature of commonly deregulated genes. This list of the top 10 significant pathways represents the dose-independent response of hypoxic cells to PT, and, with two exceptions (endocytosis and VEGF signaling pathway), shows the pathways already found in the 2 and 10 Gy pathway list comparison (Table 2 and Table 3). 

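Table 4 lists 161 distinct genes, of which 151 were measured. At least 2-fold changes at both doses were found in 67 of them by the brightest probe, 58 of these higher at both doses, and in 47 without genes with a channel dim on every scan of either dose. The number was 134 when any probe of a gene counted at each dose. Of the 161 genes, 111 are also listed in Table 2, 140 in Table 3 and 19 in neither.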

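By pathway, the genes of Table 4 changed at least 2-fold at both doses were 13 of the 31 measured for Hippo signaling, 22 of 37 for proteoglycans in cancer, 6 of 16 for p53 signaling, 15 of 32 for focal adhesion and 15 of 25 for the regulation of stem cell pluripotency. They were 12 of 24 for FoxO signaling, 8 of 21 for Wnt signaling, 19 of 30 for Rap1 signaling, 14 of 38 for endocytosis and 8 of 10 for VEGF signaling. Without genes with a channel dim on every scan of either dose, the first 5 numbers were 7, 17, 3, 12 and 10 and the other 5 were 5, 5, 11, 11 and 4. Averaged over the doses, the largest deposited ratios were those of WNT6 in the Hippo, proteoglycan, pluripotency and Wnt lists, BBC3 in the p53 list, PARD6B in the endocytosis and Rap1 lists, CDK2 in the FoxO list and PPP3R1 in the VEGF list. The Cy3 signal was dim on every scan of both doses for PARD6B and PPP3R1 and of 2 Gy for CDK2, so the size of these changes is not known. In focal adhesion, TLN2 (chromosome 15, 60731592 to 60732678) had the largest deposited ratio and was lower, with log2 ratios of -1.52 at 2 Gy and -2.98 at 10 Gy, while its other probe gave -0.16 and -0.05.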

### 3.4. Commonly Deregulated Genes and Pathways among PT-Treated Samples under Normoxia vs. Hypoxia Condition

As previously reported, we already analyzed the gene expression changes in the U87 GBM cell line, induced by PT with the doses of 2 and 10 Gy, under normoxia conditions (Figure 3A) [9]. Then, here, we also compared GEPs from PT-treated samples with 2 and 10 Gy under normoxia vs. hypoxia conditions. As shown in Figure 3B,C, some genes were commonly deregulated by hypoxia and normoxia, being O_2_-independent, under the same doses provided (377- and 492-gene signatures).

To study gene lists strictly related to acute hypoxia conditions in the U87 cells, we analyzed the following two 2898- and 3740-gene signatures, by using the DAVID tool (Figure 3B,C). The top ten molecular upregulated pathways were selected and then analyzed using the Pubmatrix tool as previously described [23]. In this way, bibliographic relationships between the selected pathways and some selected queries, such as hypoxia, GBM, RT, proton therapy, cancer, ionizing radiation, cell death, cell cycle, and Hif1-alpha, were analyzed. The resulting data, useful to test our assumptions, are reported in Table 5 and Table 6.

As shown, some pathways were shared between the two 2898- and 3740-gene signatures (platelet activation, Wnt signaling pathway, Ras signaling, proteoglycans in cancer, and protein processing in the endoplasmic reticulum); thus, these are dose-independent signals activated by hypoxia. Otherwise, the other cellular signaling processes are the 2 Gy dose-dependent pathways upregulated under acute hypoxia: ubiquitin-mediated proteolysis, regulation of actin cytoskeleton, Rap1 signaling pathway, glutamatergic synapse, and FoxO signaling pathways (Table 5). The 10 Gy dose-dependent pathways upregulated under acute hypoxia are as follows: PI3K-Akt signaling pathway, insulin signaling pathway, endocytosis, focal adhesion, and cAMP signaling pathway (Table 6). 

## 4. Discussion

Literature data report that GBM care failures occur due to the resistant responses to multiple treatment approaches (such as chemo- and RT). Thus, new strategies to overcome resistance to treatment are needed in the care of GBM patients. In particular, GBM aggressiveness is often related to extensive hypoxic regions, hallmarks of these tumors that certainly contribute to their highly malignant phenotype, seriously affecting the patient’s prognosis. Tumor cells are resistant to chemo-/radiotherapy and are protected by hypoxia due to disordered and incomplete vascularization. The abnormal and malfunctioning vessels play a critical role in generating necrotic and hypoxic regions, where residing cancer stem cells are protected from therapeutic agents, facilitating tumor aggressiveness as well as GBM stem cell proliferation [30].

With all these assumptions, the primary aim of this work was to analyze the GBM U87 cell line’s molecular response to PT treatment, under acute hypoxia (0.2% O_2_).

Figure 1 shows the U87 survival curves under normoxia (21% O_2_) and acute hypoxia conditions (0.2% O_2_), confirming the consistent gain in radioresistance expected under oxygen deprivation, with an OER_S=10%_ = 1.69 ± 0.36 [11].

Then, we performed a transcriptomic study, i.e., GEP, by using the whole-genome cDNA microarray methodology. In particular, the GEP lists obtained in response to combined hypoxia/2 Gy PT and hypoxia/10 Gy PT were analyzed and genes were grouped according to their involvement in specific biological pathways. Consequently, the top 15 upregulated pathways were selected to search for specific biomarkers, strictly deregulated after treatment (Table 2 and Table 3).

As shown in Table 2 and Table 3, a large number of the selected pathways (10 out of the 15) were commonly upregulated after both 2 and 10 Gy doses of proton under the acute hypoxia condition: Hippo signaling pathway, proteoglycans in cancer, FoxO signaling pathway, P53 signaling pathway, focal adhesion, PI3K-Akt signaling pathway, signaling pathways regulating the pluripotency of stem cells, Wnt signaling pathway, Rap1 signaling pathway, and cell cycle. However, to better describe the hypoxic U87 dose-independent signature in response to PT treatment, we also constructed Venn diagrams using the starting deregulated gene lists (U87_2Gy_Hyp and U87_10Gy_Hyp) by two-fold.

As shown, many genes were commonly deregulated in the two configurations assayed, hereafter named the 2027-gene signature, and Table 4 reports the respective top 10 significant pathways, as identified by DAVID analysis. With two exceptions (PI3K-Akt signaling pathway and cell cycle), this list confirms the involvement of the other 8 out of 10 above-mentioned pathways, which emerged from the comparison of Table 2 and Table 3, to which endocytosis and the VEGF signaling pathway were added. Thus, these pathways represent the dose-independent molecular response of the hypoxic U87 cells to PT stress, using both a low and a high dose. 

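Of the 151 measured genes of Table 4, 15 differed at least 2-fold between the doses. Their median log2 ratio was 0.76 at 2 Gy and 0.75 at 10 Gy, or 0.39 and 0.37 with dim genes at their bounds (2 of 24 and 1 of 21 at no change). At 2 Gy, 64 of them were at least 2-fold higher and 10 lower, and at 10 Gy 64 were higher and 13 lower.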

Overall, this signature is rich in pro-survival signals, able to regulate cell fate, progression, and invasiveness. These data are in line with the considerable aggressiveness often described for U87 GBM cells. 

Some of these pathways are known to be related to the IR response in several cancer subtypes (p53 signaling pathway, focal adhesion, Wnt signaling pathway). On the other hand, among these ten pathways, some others were recently associated with the RT and PT response (Hippo signaling pathway, proteoglycans in cancer, FoxO signaling, signaling pathways regulating the pluripotency of stem cells, and Rap1 signaling pathway), as was also reported by our group in previous experiments [11,31,32]. Their roles in the response to hypoxia and radiation stress are described. As is known, Wnt and Ras signaling regulate proliferation, motility, and survival in a variety of cancers and several literature data report their activation after hypoxia as well as after radiation exposure [33,34,35,36].

Little bibliographic information is available about the Rap1 role. It encodes a protein involved in a complex regulating telomere length, possibly involved in the activation of the senescence process, often induced by IR [37]. More specifically, RAP1 contributes to maintaining genome stability by protecting telomeric DNA ends from non-homologous end joining and from homologous recombination, which can alter telomere length [38]. Rap1 level is described as affected by cellular aging and oxidative stress in cancers, including GBM, and it was also shown by our group to be related to the cell radiation response. Moreover, Sayyah et al. demonstrated a critical role of Rap1A in in vivo GBM tumor growth, as the induced integrin activation and the downstream cell signaling were described as crucial factors in GBM cell proliferation [39].

In addition, as we also recently described, Hippo signaling is actively involved in the cell response to PT [10]. Its dysregulation represents a common event in many cancers, including glioma [40], and its transcriptional coactivators, the YAP and TAZ proteins, were implicated as drivers of GBM progression and then suggested as therapeutic targets by Liu et al. [41]. Indeed, their hyperactivation is associated with resistance to conventional chemotherapies, radiotherapy, and targeted therapies [31]. In this sense, it was highlighted that TAZ inhibition favors radiation-induced senescence, increasing the GBM RT effectiveness [42].

On the other hand, proteoglycans are often described as able to drive cell–cell communication and cell–microenvironment interactions. They are abundant in the brain and have known roles in normal neurological development, as they can regulate the proliferation and maintenance of neural progenitor cells, also through Wnt signaling. However, changes in proteoglycan core proteins, often described in many cancers, including GBM, are associated with the acquisition of a mesenchymal tumor trait [43]. In addition, they could interfere with angiogenesis and autophagy signaling pathways; thus, considering that, under hypoxia and starvation conditions, tumors use angiogenesis to provide nutrients, this pathway could have an interesting role in tumor survival under hypoxia [44,45], as also supported by the VEGF pathway’s involvement in this signature [28].

Regarding the radiobiological role of FoxO signaling, fewer data are available. However, the Fox proteins are TFs inhibited by the PI3K/Akt/mTOR pathway and share many target genes with the p53 protein. Interestingly, FoxO proteins or loss of functional p53 maintains the stemness of GBM stem cells and survival after IR treatment [46]. It has been related to modulating hypoxia-induced autophagy [47], whereas FoxG1 overexpression restored the cell viability after TMZ treatment, as described by Wang et al. [48]. 

Moreover, regarding stem cell signaling, it is well known the role of GBM subpopulation stem-like cells (GSCs) with self-renewal properties, involved in recurrence and in conferring resistance to therapeutic interventions producing DNA damage in GBM (i.e., RT), through the constitutive upregulation of the DNA damage response (DDR) pathway [49,50,51]. 

The role of focal adhesion is reported to be related to the epithelial-to-mesenchymal transition (EMT), migration, and invasion [52], whereas, regarding the endocytosis pathway, the modification of endocytosis fluxes is described in response to stresses, including hypoxia and IR, as adaptation and communication with the surrounding microenvironment, using nutrients and molecules [53]. 

Thus, as the above-described molecular signature is responsible for conferring the radioresistance gain observed in Figure 1; it is of interest for the possibility of developing new targeted molecules to be suggested for combined treatment with PT to overcome hypoxia-related tumor radioresistance. 

In addition, in the second part of this work, we also compared the GEP lists obtained under combined hypoxia/PT treatment with 2 or 10 Gy vs. the previously obtained GEP lists obtained, treating the U87 cells with 2 or 10 Gy under normoxia conditions [11]. As shown in Figure 3B,C, for each delivered dose, some DEGs were commonly deregulated, being O_2_-independent (377- and 492-gene signatures); some others were normoxia-related DEGs (564- and 535-gene signatures), whereas a larger number of genes were altered by the acute hypoxia condition, consisting of the two 2898- and 3740-gene signatures. 

Once again, we analyzed the last two DEG lists, which instead describe the dose-dependent U87 response to 2 Gy or 10 Gy under acute hypoxia. The Pubmatrix analysis identified the top 10 statistically relevant pathways (selected by the DAVID tool), involved in hypoxia and other interesting conditions related to radiobiology (hypoxia, RT, PT, IR, cell death, cell cycle, Hif1-alpha) (Table 5 and Table 6). The data collected confirm the knowledge presented in the literature about their activation after oxygen deprivation [53,54]. 

Figure 4 further presents shared and unique pathways deriving from the 2898- and 3740-gene signatures.

Again, common pathways between 2 Gy and 10 Gy response were as follows: platelet activation, Wnt signaling pathway, Ras signaling, proteoglycans in cancer, and protein processing in the endoplasmic reticulum. In particular, among these, we did not describe the role of platelet-derived growth factor receptor, which acts in combination with phosphatidylinositol 3-Kinase (PI3K) and AKT pathways in response to hypoxia, induced by an ischemic event, which produces O_2_ deprivation and reactive oxygen species (ROS), which are also generated by radiation exposure [53,54]. 

On the other hand, less information is available regarding the “protein processing in the endoplasmic reticulum” pathway, although the endoplasmic reticulum stress is described in the literature as induced by TMZ in GBM. Indeed, Lee et al. reported that hyperoxia resensitizes TMZ-resistant GBM cells to TMZ, by abrogating the hypoxia-induced, unfolded protein response related to protective mechanisms [55]. However, its role needs to be better evaluated. 

As shown in Table 5 and Figure 4, other cellular signaling processes were regulated under acute hypoxia in the 2898-gene signature in response to a dose of 2 Gy: ubiquitin-mediated proteolysis, regulation of actin cytoskeleton, Rap1 signaling pathway, glutamatergic synapse, and FoxO signaling pathways. 

The ubiquitin-mediated proteolysis could be related to autophagy activation, a process often involved in tumor response to radiation [32], although also HIF-1α promotes autophagic proteolysis of the Dicer complex and enhances tumor metastasis in GBM cells [56]. 

Moreover, hypoxia controls cytoskeletal dynamics to promote local invasion through actin cytoskeleton remodeling, as reported by Fujimura and colleagues, who identified Cyclin G2 (upregulated in 2898-gene signature with a high fold change value of 5.49), as a driver gene in promoting local invasion, by cytoskeletal remodeling under hypoxia in GBM [57]. 

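Cyclin G2 is encoded by CCNG2 on chromosome 4, where its probe with the brightest signal lies at 78444874 to 78444933. This probe was 1.55-fold higher at 2 Gy (log2 ratio 0.63, 0.63 and 0.64 on the 2 arrays) and 1.35-fold higher at 10 Gy, and was well above background in both channels on every scan. A probe at 78439889 to 78440038 was 2.57-fold higher at 2 Gy and 4.01-fold higher at 10 Gy. A probe at 78447596 to 78447655 was close to unchanged, with log2 ratios of -0.04 and 0.25. Scaling to the spike-in controls, which shifts all genes at 2 Gy alike, moved the log2 ratio of the brightest probe at 2 Gy to -0.22.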

Interestingly, Lee and colleagues also reported its role in promoting cell adhesion and actin cytoskeletal polarization, affecting cell migration and metastasis formation [58]. No relevant information regarding glutamatergic synapse modulation and hypoxia or radiation cell response is available in the literature, thus representing a new, interesting issue in radiobiological investigations. 

Table 6 displays the upregulated pathways by the combined treatment with 10 Gy of PT and acute hypoxia, deriving from the 3740-gene signature: PI3K-Akt signaling pathway, insulin signaling pathway, endocytosis, focal adhesion, and cAMP signaling pathway (Table 6). Their role has already been discussed above, except for the insulin signaling pathway, for which a close connection with the PI3K-Akt signaling pathway can be found, in regulating numerous intracellular pro-survival and tumor progression processes. In particular, a biomarker of this network is certainly the glycogen synthase kinase-3 (GSK-3), regulated by the insulin signaling pathway. In GBM, under hypoxic conditions, the PI3K/Akt pathway regulates glucose metabolism [59], conditioning tumor growth, angiogenesis, and invasion [60]. 

Regarding the cAMP signaling pathway, Chhipa and colleagues recently reported that it could promote GBM bioenergetics and tumor growth [61], whereas our group has already described it as deregulated after RT [11,62]. Indeed, IR is known to activate the transcription of genes, through the presence of cAMP-responsive elements (CREs) in their promoters, to guide cell fate and survival after radiation exposure [62,63,64]. Finally, it was reported that cancer-associated stress, including hypoxia, chronically activates the bioenergetic sensor AMP kinase (AMPK), as a pro-survival signal [65,66].

## 5. Conclusions

As described above, the main aim of this work was to shed light on cell signaling networks involved during acute hypoxia (0.2% O_2_) in the U87 GBM cell line after PT. The U87 survival hypoxic and normoxic curves demonstrate a radioresistance gain, quantified with an OER_S=10%_ = 1.69 ± 0.36. Then, our group elucidated the molecular response under the hypoxia condition. 

In summary, our study reveals the activation of intracellular networks which, overall, are able to regulate pro-survival cell fate, progression, and invasiveness. These signals are induced by PT itself rather than the specific dose delivered. This work contributes to understanding the radioresistance mechanisms activated by GBM, giving insights into their use for developing targeted molecules to be suggested in combination with PT to improve the RT success rate. 

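The 10 Gy and 2 Gy samples were set against each other through the non-irradiated channel of each array. They differed at least 2-fold in 1599 genes, 265 higher and 1334 lower at 10 Gy. Whether both doses share 1 control RNA is not known. The Cy3 channels of the 2 doses differed at least 2-fold in 75 genes, so a difference between controls or labelling can enter this comparison. Of the 4762 genes changed at least 2-fold against non-irradiated cells at either dose, 1213 differed at least 2-fold between the doses. Of the 1556 genes changed at both doses, 99 did. These directions are relative to the other genes of an array. Scaling each array to its spike-in controls shifts all genes at 2 Gy down together, which by itself fixes the outcome of 10802 genes higher and 221 lower at 10 Gy, so that this scaling does not test the direction. Genes were ranked here only if they passed the rule for named genes, including scans that did not overlap between the doses. Among these, LOC647022 (chromosome 16, 28671645 to 28671704) was lowest at 10 Gy against 2 Gy, with a log2 difference of -3.54. BM982926 (chromosome 15, 71640053 to 71640112) and KCTD16 (chromosome 5, 143833810 to 143833869) followed with -3.40 and -3.15. A_32_P1076 (log2 ratios 1.90 at 2 Gy and -1.80 at 10 Gy) and THC2345778 (1.07 and -2.54) lay further apart but did not pass this rule. Neither was well above background in both channels on every scan. The rule itself asks for at least 1 channel on every scan. RNU12 and CCR10, ranked below, were also dim in Cy3 on some scans at 10 Gy. The other KCTD16 probe gave log2 ratios of 0.47 at 2 Gy and 0.15 at 10 Gy. RNU12 (chromosome X, 46748380 to 46748439, log2 difference 2.70), FOS (chromosome 14, 74817967 to 74818026, log2 difference 2.09) and CCR10 (chromosome 17, 38085278 to 38085337, log2 difference 2.05) were highest. RNU12 had log2 ratios of -1.29 and -0.73 on the 2 arrays of 2 Gy. The 2 arrays of 10 Gy gave CCR10 log2 ratios of 3.48 and 0.20, so that 1 array decides its place. From the genes and pathways shared by both doses, the paper concludes that irradiation itself rather than the dose induces these signals.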

## Figures and Tables

**Figure 1:**
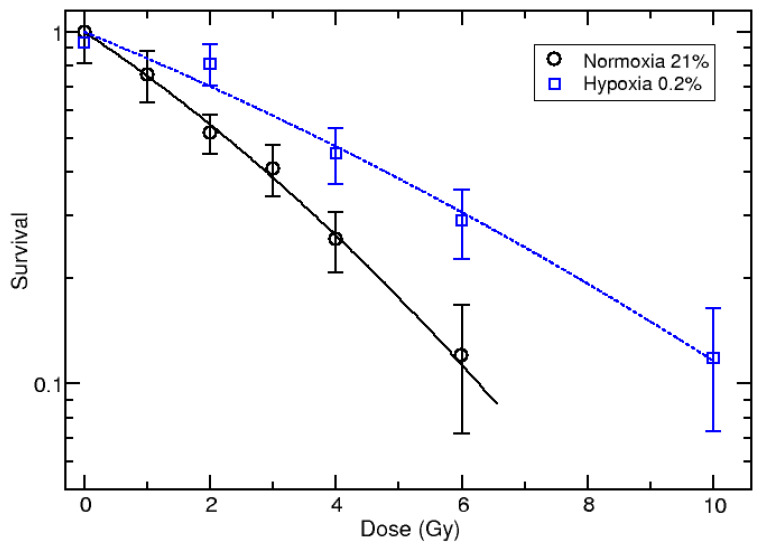
Survival curve of U87 cells irradiated in normoxia (O_2_ = 21%) from updated data [9] and hypoxia (O_2_ = 0.2%) with 62 MeV proton beam. The measured values are shown with black circles (normoxia) and blue squares (hypoxia), and the lines correspond to the linear–quadratic fit of measured data.

**Figure 2:**
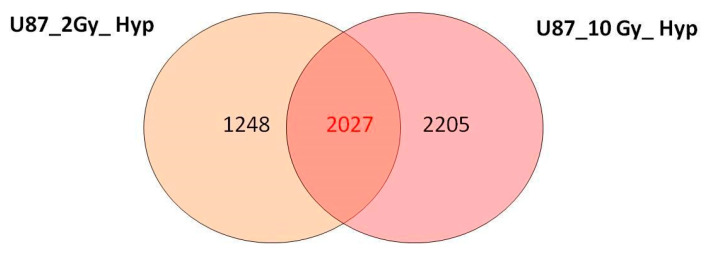
Venn diagrams showing the number of unique and shared differentially expressed genes (DEGs) after exposure to 2 and 10 Gy of PT under acute hypoxia.

**Figure 3:**
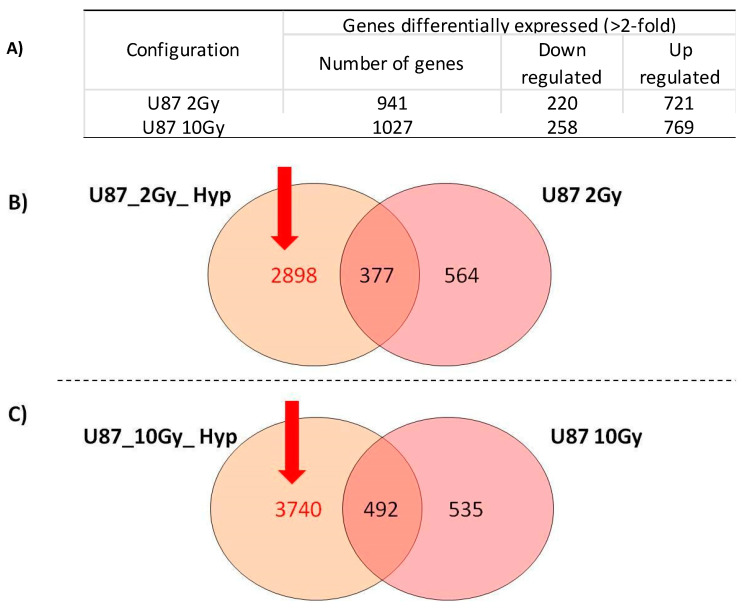
(**A**) Number of genes significantly deregulated by 2-fold in U87 GBM cells exposed to 2 and 10 Gy of PT under normoxia condition. (**B**) Venn diagrams showing the number of unique and shared differentially expressed genes (DEGs) after exposure to 2 Gy of PT under acute hypoxia or normoxia. (**C**) Venn diagrams showing the number of unique and shared differentially expressed genes (DEGs) after exposure to 10 Gy of PT under acute hypoxia or normoxia. In red, the two gene signatures (2898- and 3740) linked to the hypoxia condition are highlighted.

**Figure 4:**
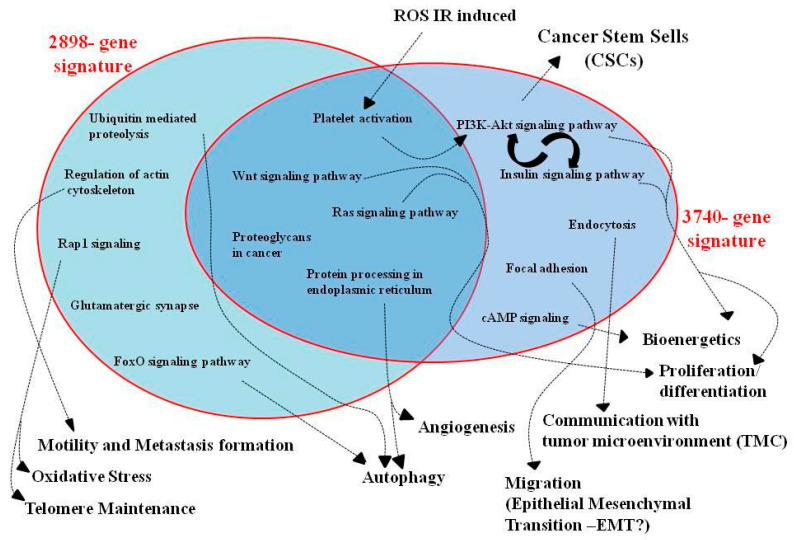
The figure summarizes the main intracellular networks of the 2898- and 3740-gene signatures highlighted in this work as activated in U87 GBM cells after hypoxia and PT exposure.

**Table 1:** Number of genes significantly deregulated by 2-fold or 5-fold in all the configurations assayed in this work.

**Genes Differentially Expressed (>2-fold)**			
**Configuration**	**Number of Genes**	**Downregulated**	**Upregulated**
U87_2Gy_ Hyp	3275	773	2502
U87_10Gy_ Hyp	4232	1605	2627
**Genes Differentially Expressed (>5-fold)**			
**Configuration**	**Number of Genes**	**Downregulated**	**Upregulated**
U87_2Gy_ Hyp	207	1	206
U87_10Gy_ Hyp	293	119	174

**Table 2:** Top 15 statistically relevant pathways activated in U87 glioblastoma cells exposed to 2Gy PT irradiation under hypoxia condition.

Pathways	Gene Count	*p* Value	Genes
Proteoglycans in cancer	47	9.80 × 10^8^	CAV2, FGFR1, LUM, PPP1R12C, SDC4, MMP2, PDCD4, ITGB1, IQGAP1, PXN, TGFB2, CTNNB1, PTK2, KRAS, ANK2, GAB1, PPP1R12A, PRKACB, THBS1, WNT6, PIK3R1, AKT2, FN1, TWIST1, PIK3R2, ACTB, ROCK1, ROCK2, MAP2K2, MET, ITGA2, ARHGEF12, PPP1CC, FLNC, PPP1CB, STAT3, ITPR1, FLNA, PRKCB, FZD6, PTPN11, CCND1, CBLB, MAPK12, ITGA5, VEGFA, HBEGF
Pathways in cancer	74	5.22 × 10^9^	GNA13, FGF5, FGF7, PTGS2, PGF, STAT5B, NFKB2, MMP2, TGFB2, CTNNB1, EDNRA, CUL2, CASP8, RALB, RARB, PRKACB, WNT6, AKT2, CTBP1, BCR, ROCK1, PTGER4, ROCK2, FADD, RB1, ARHGEF12, DAPK3, CDK2, CTNNA2, PRKCB, CCND1, EP300, GNB2, GNAQ, GNB1, LPAR6, VEGFA, FGFR1, XIAP, GNAI1, PML, BCL2L1, ITGB1, TPM3, PTK2, KRAS, RUNX1, AXIN2, PIK3R1, FN1, APC, PIK3R2, CEBPA, DVL3, EPAS1, MAP2K2, MET, SMAD4, ITGA2, STAT3, COL4A6, DVL1, FZD6, CBLB, CDKN1B, ADCY9, ITGA6, ETS1, BAX, RASSF1, GSK3B, JAK1, ABL1, CRK
Hippo signaling pathway	37	6.31 × 10^9^	YWHAZ, SOX2, BMPR2, LATS1, CTNNB1, TGFB2, DLG4, LIMD1, YAP1, AXIN2, WNT6, APC, ACTB, DVL3, PARD6B, NF2, SMAD4, PPP1CC, SNAI2, YWHAE, PPP1CB, TP73, CTNNA2, FZD6, DVL1, CCND1, YWHAG, YWHAH, CCND3, ID2, CSNK1E, CCND2, BBC3, GSK3B, RASSF1, PARD6G, BMP8B
Focal adhesion	43	6.55 × 10^9^	CAV2, TLN1, XIAP, PGF, PPP1R12C, ARHGAP35, ITGB1, PXN, CTNNB1, MYL9, PTK2, PAK2, COL6A3, PPP1R12A, COL6A2, COL6A1, SHC1, THBS1, RAPGEF1, PIK3R1, PIK3R2, FN1, AKT2, ACTB, ROCK1, ROCK2, MET, ITGA2, FLNC, PPP1CC, PPP1CB, FLNA, COL4A6, PRKCB, CCND1, CCND3, ITGA6, ITGA5, CCND2, ITGA8, GSK3B, VEGFA, CRK
Signaling pathways regulating pluripotency of stem cells	32	1.24 × 10^11^	BMI1, FGFR1, FGFR4, ONECUT1, IL6ST, SOX2, BMPR2, REST, CTNNB1, ACVR1C, PCGF5, KRAS, SKIL, AXIN2, WNT6, PIK3R1, PIK3R2, APC, AKT2, DVL3, MAP2K2, SMAD4, LIFR, STAT3, FZD6, DVL1, ID2, RIF1, MAPK12, GSK3B, JAK1, KAT6A
FoxO signaling pathway	29	7.03 × 10^11^	STK11, PRKAG2, BNIP3, CCNG2, TGFB2, KRAS, PRKAA2, INSR, PIK3R1, PIK3R2, AKT2, IRS2, SGK2, MAP2K2, SMAD4, GRM1, IRS1, CDK2, STAT3, SOD2, CCND1, PLK4, CDKN1B, EP300, MAPK12, CSNK1E, CCND2, SETD7, GADD45B
p53 signaling pathway	18	8.34 × 10^11^	ZMAT3, RRM2B, CCNG1, CCNG2, SESN1, CDK2, TP73, CCND1, CCND3, BBC3, CCND2, BAX, RRM2, CASP8, SIAH1, MDM4, THBS1, GADD45B
Rap1 signaling pathway	39	0.001	FGFR1, FGF5, TLN1, FGFR4, FGF7, GNAI1, PGF, EFNA3, CTNND1, ITGB1, CTNNB1, PFN2, KRAS, RALB, RAPGEF4, RAPGEF2, THBS1, RAPGEF1, INSR, PIK3R1, PIK3R2, AKT2, ACTB, PARD6B, GNAO1, MAP2K2, MET, GRIN2A, SIPA1L3, PRKCB, DOCK4, ADCY9, MAPK12, GNAQ, KRIT1, VEGFA, PARD6G, CRK, CALM1
Cell cycle	25	0.004	FZR1, YWHAZ, E2F4, E2F5, CDC14B, SMAD4, PRKDC, RB1, YWHAE, WEE1, CDK2, TGFB2, CCND1, YWHAG, RAD21, YWHAH, EP300, CDKN1B, CCND3, CCND2, GSK3B, ANAPC7, ABL1, GADD45B, STAG2
Phosphatidylinositol signaling system	21	0.005	IMPAD1, IMPA1, PIK3C2A, SYNJ1, PI4K2B, PIP5K1A, ITPR1, PRKCB, DGKA, MTM1, MTMR14, PIKFYVE, PLCD3, INPP5E, PIP4K2A, MTMR6, IPMK, PIK3R1, INPP5A, CALM1, PIK3R2
Ras signaling pathway	39	0.006	FGFR1, FGF5, FGFR4, FGF7, PGF, EFNA3, ARF6, BCL2L1, KRAS, REL, PAK2, GAB1, RALB, SHC1, PRKACB, INSR, PIK3R1, RASA2, PIK3R2, AKT2, PLA2G16, MAP2K2, NF1, MET, GRIN2A, PRKCB, PTPN11, PLA2G4A, KSR2, GNB2, GNB1, ETS1, ETS2, RASSF1, VEGFA, RAB5A, PLA2G2A, ABL1, CALM1
Wnt signaling pathway	26	0.009	PPP3R1, CTNNB1, CSNK2A1, PRKACB, WNT6, NFATC2, AXIN2, FOSL1, APC, CSNK1A1, TBL1XR1, DVL3, CTBP1, ROCK2, SMAD4, FZD6, DVL1, PRKCB, CCND1, EP300, CCND3, CSNK1E, CCND2, SFRP2, GSK3B, SIAH1
Inositol phosphate metabolism	16	0.01	MINPP1, IMPAD1, IMPA1, PIK3C2A, SYNJ1, PI4K2B, PIP5K1A, MTM1, MTMR14, PIKFYVE, PLCD3, INPP5E, PIP4K2A, MTMR6, IPMK, INPP5A
PI3K-Akt signaling pathway	53	0.01	FGF5, FGF7, PGF, PPP2R5A, EFNA3, PKN3, INSR, GHR, AKT2, SGK2, PKN2, IRS1, CDK2, IFNAR2, CCND1, CCND3, GNB2, LPAR6, CCND2, GNB1, VEGFA, FGFR1, YWHAZ, FGFR4, STK11, BCL2L1, ITGB1, ATF2, PTK2, KRAS, COL6A3, COL6A2, COL6A1, PRKAA2, THBS1, PIK3R1, FN1, PIK3R2, MAP2K2, CREB1, MET, ITGA2, YWHAE, COL4A6, YWHAG, YWHAH, CDKN1B, EIF4E, ITGA6, ITGA5, ITGA8, GSK3B, JAK1
VEGF signaling pathway	14	0.01	PTGS2, MAP2K2, PPP3R1, PXN, PRKCB, PLA2G4A, PTK2, KRAS, MAPK12, VEGFA, NFATC2, PIK3R1, AKT2, PIK3R2

**Table 3:** Top 15 statistically relevant pathways activated in the U87 glioblastoma cells exposed to 10 Gy PT irradiation under acute hypoxia condition.

Pathways	Gene Count	*p* Values	Genes
Endocytosis	53	1.43 × 10^11^	HRAS, CHMP3, RAB5B, CAPZA2, EPS15L1, PIP5K1A, MVB12A, PIP5KL1, VPS4B, DNAJC6, AGAP3, PLD1, HLA-A, HLA-C, HLA-B, HLA-E, LDLRAP1, ACAP3, ACAP2, RAB5A, MDM2, PDCD6IP, SNX12, VPS26B, SH3GL1, CAV2, WASH1, STAM2, ASAP2, PML, ASAP1, HSPA1A, CYTH2, ARF6, CHMP2B, SH3GLB2, RAB11B, RAB11A, NEDD4L, HSPA8, EHD4, GIT1, PARD6B, RAB8A, VTA1, EPS15, AP2A2, AP2A1, HGS, SMURF2, PARD6G, ARAP2, DNM2
Hippo signaling pathway	37	3.38 × 10^10^	YWHAZ, APC2, SOX2, BMPR2, LATS1, CTNNB1, TGFB2, CTGF, DLG4, YAP1, WNT6, PPP2R2C, APC, ACTB, DVL3, PARD6B, NF2, SMAD4, WWTR1, PPP1CC, PPP1CB, TP73, STK3, CTNNA2, DVL1, AMH, CCND1, YWHAH, CCND3, CSNK1E, CCND2, BBC3, RASSF1, PARD6G, BMP8B, BMPR1A, PPP2R2A
Proteoglycans in cancer	45	3.99 × 10^10^	CAV2, FGFR1, HRAS, GRB2, LUM, PPP1R12C, ELK1, RPS6KB2, SDC4, MMP2, PDCD4, IQGAP1, PXN, TGFB2, CTNNB1, CTTN, KRAS, ANK2, GAB1, PPP1R12A, PRKACB, WNT6, PIK3R1, AKT2, TWIST1, PIK3R2, ACTB, ROCK2, MAP2K2, MET, ITGA2, ARHGEF12, PPP1CC, FLNC, PPP1CB, STAT3, FLNA, EIF4B, CCND1, CDKN1A, SDC1, MAPK12, ARAF, HBEGF, MDM2
FoxO signaling pathway	33	8.84 × 10^10^	HRAS, GRB2, STK11, PRKAG2, CCNG2, TGFB2, PRMT1, KRAS, PRKAA2, INSR, PIK3R1, PIK3R2, AKT2, SGK1, MAP2K2, SMAD4, PCK2, IRS1, CDK2, STAT3, SOD2, CCND1, CDKN1A, PLK4, CDKN1B, PLK2, MAPK12, CSNK1E, CCND2, ARAF, MDM2, GADD45B, GADD45A
AMPK signaling pathway	31	9.67 × 10^10^	CAB39L, PFKFB3, STK11, PPP2R5A, LEPR, PPP2R5D, PRKAG2, RPS6KB2, CAMKK1, AKT1S1, FASN, RAB11B, PRKAA2, INSR, PPP2R2C, PIK3R1, PIK3R2, AKT2, RAB2A, RAB8A, PFKL, CREB3, SCD, ADIPOR1, CREB5, EEF2, ACACB, PCK2, IRS1, CCND1, PPP2R2A
p53 signaling pathway	18	0.001	ZMAT3, RRM2B, CCNG2, SESN1, CDK2, TP73, CCND1, CDKN1A, CCND3, BBC3, CCND2, RRM2, BAX, CASP8, MDM2, SIAH1, GADD45B, GADD45A
Focal adhesion	39	0.004	CAV2, TLN1, HRAS, GRB2, PGF, PPP1R12C, ELK1, ARHGAP35, PXN, CTNNB1, MYL9, BCL2, PPP1R12A, COL6A2, SHC1, RAPGEF1, PIK3R1, PIK3R2, AKT2, ACTB, TNXB, ROCK2, MET, ITGA2, BAD, FLNC, PPP1CC, PPP1CB, FLNA, COL4A6, COL4A5, VEGFB, CCND1, LAMA3, CCND3, ITGA6, CCND2, LAMC2, CRK
PI3K-Akt signaling pathway	59	0.004	HRAS, PGF, FGF14, EFNA1, PPP2R5A, PPP2R5D, EFNA3, RPS6KB2, PKN3, MLST8, GNG3, INSR, AKT2, SGK1, PKN2, PKN1, IRS1, CDK2, VEGFB, IFNAR2, CCND1, GNB2, CCND3, CCND2, MDM2, LAMC2, PPP2R2A, FGFR1, YWHAZ, GRB2, STK11, BCL2L1, CDC37, KRAS, BCL2, COL6A2, PRKAA2, PPP2R2C, PIK3R1, PIK3R2, TNXB, CREB3, MAP2K2, MET, ITGA2, NR4A1, CREB5, BAD, PCK2, COL4A6, COL4A5, EIF4B, CDKN1A, ATF4, LAMA3, YWHAH, CDKN1B, EIF4E, ITGA6
Neurotrophin signaling pathway	24	0.01	IRAK1, HRAS, MAP2K2, GRB2, NFKBIB, BAD, IRS1, TP73, ATF4, KRAS, PSEN1, MAPK12, BCL2, BAX, GAB1, PSEN2, SHC1, SH2B1, RAPGEF1, CRK, ARHGDIA, PIK3R1, AKT2, PIK3R2
Signaling pathways regulating pluripotency of stem cells	27	0.01	BMI1, FGFR1, HRAS, APC2, GRB2, IL6ST, SOX2, BMPR2, CTNNB1, ACVR1C, KRAS, WNT6, PIK3R1, PIK3R2, APC, AKT2, DVL3, TBX3, MAP2K2, OTX1, SMAD4, LIFR, STAT3, DVL1, RIF1, MAPK12, BMPR1A
mTOR signaling pathway	14	0.01	CAB39L, STK11, RPS6KB2, IRS1, RRAGB, EIF4B, AKT1S1, EIF4E, ULK3, MLST8, PRKAA2, PIK3R1, AKT2, PIK3R2
Wnt signaling pathway	26	0.02	APC2, PPP3R1, PPP3R2, CTNNB1, PLCB3, PRKACB, SOX17, WNT6, NFATC2, NFATC3, FOSL1, APC, CSNK1A1, TBL1XR1, DVL3, CTBP1, ROCK2, SMAD4, DVL1, CCND1, CCND3, PSEN1, CSNK1E, CCND2, SFRP2, SIAH1
Rap1 signaling pathway	36	0.02	FGFR1, TLN1, HRAS, GNAI1, ADORA2A, PGF, FGF14, EFNA1, EFNA3, CTNND1, ITGAM, CTNNB1, PLCB3, PFN2, KRAS, RAPGEF4, RAPGEF2, RAPGEF1, INSR, PIK3R1, PIK3R2, AKT2, ACTB, PARD6B, MAP2K2, GRIN1, MET, SIPA1L3, RGS14, DOCK4, VEGFB, PRKD2, MAPK12, KRIT1, PARD6G, CRK
TNF signaling pathway	21	0.02	CEBPB, CREB3, PTGS2, CXCL3, CXCL2, FADD, CREB5, JUNB, VCAM1, CASP10, FOS, TNFRSF1B, ATF4, RPS6KA4, MAPK12, PGAM5, CASP8, TNFAIP3, PIK3R1, AKT2, PIK3R2
Cell cycle	23	0.03	ANAPC2, FZR1, YWHAZ, E2F4, E2F5, DBF4, SMAD4, TTK, PRKDC, WEE1, CDK2, TGFB2, CCND1, CDKN1A, YWHAH, CDKN1B, CCND3, CCND2, MDM2, ANAPC7, GADD45B, GADD45A, STAG2

**Table 4:** Top 10 statistically relevant pathways derived from the common 2027-gene signature of U87 glioblastoma cells exposed to 2 and 10 Gy of proton irradiation under hypoxia condition.

Pathways	Gene Count	*p* Value	Genes
Hippo signaling pathway	33	2.22 × 10^9^	YWHAZ, SOX2, BMPR2, LATS1, CTNNB1, TGFB2, WNT3, SERPINE1, DLG4, YAP1, WNT6, PPP2R2C, APC, ACTB, DVL3, PARD6B, NF2, SMAD4, PPP1CC, PPP1CB, TP73, CTNNA2, DVL1, CCND1, YWHAH, RASSF6, CCND3, CSNK1E, CCND2, BBC3, RASSF1, PARD6G, BMP8B
Proteoglycans in cancer	37	2.64 × 10^11^	CAV2, LUM, PPP1R12C, SDC4, MMP2, PDCD4, PXN, IQGAP1, CTNNB1, TGFB2, KRAS, WNT3, ANK2, GAB1, PPP1R12A, MSN, PRKACB, PIK3R3, WNT6, PIK3R1, TWIST1, PIK3R2, AKT2, ACTB, MAP2K2, ROCK2, MET, ITGA2, FLNC, ARHGEF12, PPP1CC, PPP1CB, STAT3, FLNA, CCND1, MAPK12, HBEGF
Endocytosis	40	1.42 × 10^12^	FGFR2, CAV2, CHMP3, WASH1, CAPZA2, STAM2, ASAP2, PIP5K1B, PML, ASAP1, HSPA1A, ARF6, PIP5K1A, AMPH, CHMP2B, SH3GLB2, RAB11B, DNAJC6, RAB11A, NEDD4L, AGAP3, EHD4, GIT1, PARD6B, VTA1, HLA-A, HLA-C, HLA-B, HLA-E, RAB11FIP4, EPS15, ACAP3, AP2A1, ACAP2, RAB5A, SMURF2, PARD6G, PDCD6IP, ARAP2, SH3GL1
p53 signaling pathway	17	1.85 × 10^12^	ZMAT3, RRM2B, CCNG2, SESN1, CDK2, TP73, CCND1, CCND3, BBC3, CCND2, SERPINB5, RRM2, BAX, CASP8, SERPINE1, SIAH1, GADD45B
Focal adhesion	34	5.50 × 10^11^	CAV2, TLN1, XIAP, TLN2, PGF, PPP1R12C, ARHGAP35, PXN, CTNNB1, MYL9, PPP1R12A, COL6A2, SHC1, PIK3R3, RAPGEF1, PIK3R1, PIK3R2, AKT2, ACTB, ROCK2, MYLK3, MET, ITGA2, FLNC, PPP1CC, PPP1CB, COL4A6, FLNA, CCND1, CCND3, ITGA6, CCND2, COL24A1, CRK
Signaling pathways regulating pluripotency of stem cells	25	0.001	FGFR2, BMI1, IL6ST, SOX2, BMPR2, CTNNB1, ACVR1C, WNT3, KRAS, WNT6, PIK3R3, PIK3R1, PIK3R2, APC, AKT2, DVL3, MAP2K2, OTX1, SMAD4, LIFR, STAT3, DVL1, RIF1, MAPK12, JAK3
FoxO signaling pathway	24	0.001	STK11, MAP2K2, PRKAG2, SMAD4, CCNG2, IRS1, CDK2, STAT3, SOD2, TGFB2, CCND1, PLK4, KRAS, CDKN1B, MAPK12, CSNK1E, CCND2, PRKAA2, PIK3R3, GADD45B, INSR, PIK3R1, AKT2, PIK3R2
Wnt signaling pathway	23	0.004	CSNK1A1, DVL3, TBL1XR1, CTBP1, ROCK2, SMAD4, PPP3R1, DKK4, DVL1, CTNNB1, CCND1, WNT3, SOST, CCND3, CSNK1E, SFRP2, CCND2, SIAH1, PRKACB, WNT6, NFATC2, FOSL1, APC
Rap1 signaling pathway	31	0.005	FGFR2, FGF5, TLN1, TLN2, PGF, GNAI1, EFNA3, CTNNB1, PFN2, KRAS, GRIN2B, RAPGEF4, RAPGEF2, PIK3R3, INSR, RAPGEF1, PIK3R1, PIK3R2, AKT2, ACTB, FYB, PARD6B, MAGI1, MAP2K2, MET, SIPA1L3, DOCK4, MAPK12, KRIT1, PARD6G, CRK
VEGF signaling pathway	11	0.04	KRAS, MAPK12, PTGS2, MAP2K2, PPP3R1, NFATC2, PIK3R3, PIK3R1, PXN, AKT2, PIK3R2

**Table 5:** Pubmatrix analysis of the top 10 statistically relevant pathways (*p* values < 0.05) obtained from the 2898-gene signature, upregulated by the combined treatment hypoxia/PT with 2 Gy. Glioblastoma Multiforme (GBM); radiotherapy (RT); proton therapy (PT); ionizing radiation (IR).

PubMatrix	Hypoxia	GBM	RT	PT	Cancer	IR	Cell Death	Cell Cycle	Hif1-Alpha
Ubiquitin-mediated proteolysis	85	10	11	0	1043	54	346	802	1
Regulation of actin cytoskeleton	106	65	12	3	2466	32	610	1180	1
Rap1 signaling pathway	10	5	3	0	322	3	74	92	1
Protein processing in endoplasmic reticulum	184	27	17	4	1676	27	1640	506	0
Proteoglycans in cancer	195	284	339	11		81	1158	1299	4
Platelet activation	584	136	151	101	5387	268	1651	1857	2
Ras signaling pathway	266	200	201	13	11,296	201	2907	3446	7
Glutamatergic synapse	48	3	1	1	95	1	144	50	0
Wnt signaling pathway	310	209	191	11	10,182	70	2563	2294	4
FoxO signaling pathway	53	8	3	0	491	9	329	265	5

**Table 6:** Pubmatrix analysis of the top 10 statistically relevant pathways (*p* values < 0.05) obtained from the 3740-gene signature upregulated by the combined treatment hypoxia/PT with 10Gy. Glioblastoma Multiforme (GBM); radiotherapy (RT); proton therapy (PT); ionizing radiation (IR).

PubMatrix	Hypoxia	GBM	RT	PT	Cancer	IR	Cell Death	Cell Cycle	Hif1-Alpha
PI3K-Akt signaling pathway	1063	427	368	8	12,427	191	6798	3323	26
Insulin signaling pathway	591	89	82	8	6338	100	3505	2647	16
Platelet activation	584	136	151	101	5387	268	1651	1857	2
Endocytosis	384	245	274	107	13,851	391	6505	3903	2
Wnt signaling pathway	310	209	191	11	10,182	70	2563	2294	4
Ras signaling pathway	266	200	201	13	11,296	201	2907	3446	7
Focal adhesion	261	255	127	3	7394	91	1858	1874	3
cAMP signaling pathway	248	47	29	4	2908	117	1273	1490	6
Proteoglycans in cancer	195	284	339	11	13,155	81	1158	1299	4
Protein processing in endoplasmic reticulum	184	27	17	4	1676	27	1640	506	0

## Data Availability

Not applicable.

How the deposited data were processed for this re-analysis (not part of the article)

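U87 glioblastoma cells were irradiated with 2 or 10 Gy of protons under hypoxia (0.2% oxygen). Gene expression was measured 24 h later with 2-color Agilent arrays. Cy5 held RNA of irradiated cells and Cy3 held RNA of non-irradiated hypoxic cells on every array. The authors acquired the images and ran Feature Extraction, whose version in the files is 9.5.3.1, and deposited its output for 12 scans, with 45015 spots each, and a table of the whole series. The deposited log10 ratios are red over green after the authors' background subtraction and dye normalization. The series table holds the same log10 ratios to fewer digits, with a largest difference of 0.005. The deposited intensity values are linear spot signals and were used for the filters and for the normexp alternative. The authors' further statistics in GeneSpring are not part of these values.

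The 12 files were found to be 3 scans of 4 arrays on 1 slide on 1 day, although the labels name 6 biological replicates per dose. The scans of an array were averaged, and so were the 2 arrays of a dose, which differed by about the noise between repeated spots. A dose was counted as 1 sample, and a non-irradiated control sample was not hybridized by itself. Genes were called where the mean log2 ratio was at least 2-fold, or at least 5-fold. Before the data were examined, the planned test had been limma (lmFit and eBayes) over all 12 files with p under 0.05, in addition to the fold change. It was given up for the condition comparisons because its replicates are scans, and this was decided after the files and both sets of counts had been seen. The limma counts are kept as alternatives and compare arrays or scans, not cultures. Also set before the data were examined, but not possible with 1 sample per dose, were the fry gene set test and the exact permutation test of CCNG2.

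Of the 41000 probes, 23434 were named through a RefSeq gene table and 17566 kept the name in the files. Control spots (1639 per file) and spots with an outlier flag were left out. The genes named in the text follow a rule set before the data were examined. It takes the genes the paper names, and the 3 highest and 3 lowest genes at each dose and between the doses among genes with an adjusted p under 0.05 (limma over the 12 files, used here only to apply the rule), the same direction on every scan and signal well above background. It also takes the gene with the largest deposited ratio in each pathway discussed, and the 3 genes with the largest deposited ratios in each of 4 gene lists (p53 targets, hypoxia-induced genes, cell division genes and DNA replication genes). A few genes that this rule selects are not reported here. For genes with a dim channel these ratios give no rank, since only a bound is given. For each list the median log2 ratio was set against 10000 random lists of the same size matched on signal.

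The number of arrays and the signal over background limit the precision. The median net signal of a scan was between 52.7 and 57.5 in Cy3 and between 144 and 233 in Cy5. Alternatives covered the background correction (normexp with an offset of 50, then loess), median centering, the series table, the filter on dim probes, outlier spots, the test, the choice among probes of a gene, a replicate block and leaving out each array. Slide and scan date were not used as blocks because there is 1 slide and 1 day. Further alternatives were added after seeing the data. The script was tested on simulated data for 24144 genes, of which 200 were changed by known amounts at each dose: all 200 were recovered at 2 Gy and at 10 Gy, and 0 unchanged genes were called. Every planted change was larger than 2-fold, and the simulated spread was that between scans and arrays only. The outcome therefore says nothing about changes near the threshold or about variation between cultures. Survival data and cells in normoxia were not analysed here. The work used R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9.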

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

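The tests of dim probes and of the spike-in controls were chosen after the results had been seen.

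Of the 1556 genes changed at least 2-fold at both doses, 12 changed in opposite directions, and this was noted because the samples of the 2 doses moved opposite ways. The difference between the doses was not tested, since each dose is 1 sample. Of the 12 genes, 11 were higher at 2 Gy and lower at 10 Gy, and 1, RNU12, went the other way. The direction was opposite on every array for 11 genes, KIAA1841 being the exception. Dim probes as the whole explanation are argued against by 5 of the 12 genes, which were well above background in both channels on every scan. These were THC2404993, XIAP, AA541413, BF803156 and LOC647022, named after their values were seen. LOC647022 had log2 ratios of 2.48 at 2 Gy and -1.06 at 10 Gy, and XIAP of 1.15 and -1.02. For the other 7 genes, dim signal stays open. Normexp with loess left 0 such genes. A difference between the doses, a difference between cultures and a difference in labelling stay open for all 12.

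The spike-in controls, RNA added in known amounts during labelling and not discussed in the paper, had a mean log2 intercept of 0.85 at 2 Gy against -0.03 at 10 Gy. This was noted as a signal in data that the paper did not analyse. It does not come from a few aberrant spike-in probes, since 10 of 10 spike-in transcripts were higher at 2 Gy than at 10 Gy, by 0.72 to 1.37 on the log2 scale. The raw Cy5 signal of the spike-ins was higher by a median of 1.08 at 2 Gy, that of the brighter spots of the array by 0.373, and the Cy3 signals hardly differed (-0.05 and -0.01). Less messenger RNA per amount of spike-in in the cells irradiated with 2 Gy may explain this, but it cannot be told apart from a larger amount of spike-in added to that labelling reaction, because each dose is 1 labelled sample.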

How the results depend on the processing

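Alternatives whose names are marked as added were chosen after the data had been seen. Counts are called unchanged here when they stayed within 1.5 times the main count. Unless a reason is given, the cause of a change was not tested.

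The 20 counts of genes stayed within 1.5 times with median centering, the series table, no filter on dim probes, outlier spots kept, the mean of all probes and limma with Benjamini-Hochberg adjustment over the 4 arrays, which called 2559 genes at 2 Gy and 3581 at 10 Gy. They also did so with limma over the 12 files as separate arrays, the test first set. The same held for limma with p under 0.05 over 4 arrays (added) and over 12 files with the array as a random block (added). It also held for the second scan alone (added). Fitting each dose on its own 2 arrays gave 2515 and 3554 genes and no value for the comparison of the doses. The limma alternatives, any probe of a gene and probes counted in place of genes give no value for CCNG2 or for a gene list. Limma's counts compare arrays, not cultures.

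Normexp with loess gave 687 genes at 2 Gy (561 higher, 126 lower; 5-fold 76, with 76 higher and 0 lower) and 1170 at 10 Gy (486 higher, 684 lower; 5-fold 88, with 60 higher and 28 lower). It gave 401 genes at both doses, 0 in opposite directions, 521 between the doses (9 higher and 512 lower at 10 Gy), and 51, 54 and 26 genes of Tables 2, 3 and 4. The higher share was 81.7% at 2 Gy, 41.5% at 10 Gy and 1.73% between the doses, against 65.8%, 49.4% and 16.6%. The medians were 0.56 for p53 targets at 10 Gy, 0.60 and 0.20 for hypoxia-induced genes, 0.54 for cell division genes at 10 Gy and -0.16 and -0.12 for DNA replication genes. CCNG2 at 2 Gy was 0.68. With an offset of 0 (added), the counts were 1397 (1024 higher, 373 lower) and 2108 (899 and 1209), 5-fold 97 (97 and 0) and 148 (79 and 69), 792 at both, 1 opposite, 862 between the doses (25 and 837), and 72 and 36 genes of Tables 3 and 4. The medians were 0.29 and 0.70 for p53 targets, 0.56 and 0.18 for hypoxia-induced genes, 0.59 for cell division genes at 10 Gy, -0.20 for DNA replication genes at 2 Gy, and CCNG2 was 0.65; the higher share was 73.3%, 42.6% and 2.90%.

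Requiring both channels well above background on every scan gave 1544 genes at 2 Gy (789 higher), 931 higher at 10 Gy, 957 at both, 5 opposite, and 990 between the doses (97 higher). It gave 5-fold counts of 107 and 99 higher at 2 Gy and 90 higher at 10 Gy, and 68, 79 and 43 genes of Tables 2, 3 and 4, from fewer genes (18251). The higher share was 51.1% at 2 Gy and 37.2% at 10 Gy. The medians were 0.27 for p53 targets at 2 Gy and -0.28 and -0.22 for DNA replication genes. OTUD7A reversed to -0.65 and -0.18, since its dim probe is removed and its other probe is used.

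Limma's treat test gave 1688 genes at 2 Gy (1102 higher, 586 lower), 1155 higher at 10 Gy, 1000 at both, 2 opposite, 945 between the doses (47 higher), 4 lower at 5-fold at 2 Gy and 42 genes of Table 4. The higher share between the doses was 4.97%. Counting a gene by any probe gave 2768 genes higher at 2 Gy, 2764 higher at 10 Gy, 2364 at both, 113 opposite, 270 at 5-fold at 2 Gy (257 higher) and 209, 237 and 134 genes of the 3 tables. Counting probes gave 4048 at 2 Gy (3044 higher), 3037 higher at 10 Gy, 2396 at both, 274 at 5-fold at 2 Gy (261 higher) and 261, 274 and 151 for the tables. More probes per gene raise these counts by construction.

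Scaling to the spike-in controls (added) gave 10916 genes at 2 Gy (343 higher, 10573 lower), 5-fold 272 (41 and 231), 22 opposite, 11023 between the doses (10802 higher and 221 lower at 10 Gy) and 14 and 22 genes of Tables 2 and 4. The higher share was 3.14%, 53.2% and 98.0%. The medians of p53 targets, hypoxia-induced genes and cell division genes at 2 Gy reversed to -0.53, -0.33 and -0.53. Other medians were 0.81 (p53) and 0.65 (cell division) at 10 Gy and -1.08 and -0.12 (DNA replication), and CCNG2 was -0.22. This follows from the shift of all genes at 2 Gy. The mean of all probes gave medians of 0.42 for p53 targets and 0.56 for hypoxia-induced genes at 2 Gy, -0.16 and -0.077 for DNA replication genes, and 0.65 for CCNG2. Median centering gave 0.74 and 0.58 for p53 and cell division genes at 10 Gy and -0.22 and -0.20 for DNA replication genes. Single scans (added) gave 405 (the first) and 424 (the last) genes higher at 10 Gy than at 2 Gy. Their medians were 0.26 and 0.35 for p53 targets at 2 Gy, -0.25 and -0.20 for DNA replication genes at 2 Gy, and -0.18, -0.18 and -0.12 over the 3 scans at 10 Gy.

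The 20 counts stayed within 1.5 times when each array was left out in turn, which gave 2644 to 2848 genes at 2 Gy, 3674 to 3874 at 10 Gy, 1539 to 1573 at both and 1731 to 1816 between the doses. The medians ranged from 0.26 to 0.32 for p53 targets, 0.50 to 0.52 for hypoxia-induced genes and 0.29 to 0.32 for cell division genes at 2 Gy. One array decides whether a named gene passes 2-fold for CCR10 at 10 Gy (log2 ratios of 3.48 or 0.20), ZMAT3 at 10 Gy (1.73 or 0.88), RNU12 at 2 Gy (-1.29 or -0.73), LOC647022 at 10 Gy (-1.12 or -0.99), CCNB1 at 10 Gy (1.02 or 0.95) and, with Cy3 dim on every scan, CCNE2 at 2 Gy (1.25 or 0.30), MAPK12 at 2 Gy (1.22 or 0.83) and PIK3R2 at 10 Gy (1.07 or 0.94). The sign differed between the arrays for RAP1A (-0.02 and 0.04) and AURKB (-0.08 and 0.07) at 2 Gy and CCNE2 at 10 Gy (-0.02 and 0.49).

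With the replicate block over the 4 arrays, limma called 2564 genes at 2 Gy and 3575 at 10 Gy. Numbers did not pair the samples, since deviations of samples with the same number were correlated by 0.007 to 0.041. Slide and scan date blocks were not run, with 1 slide and 1 day. Of 114 values of named genes, none of those at least 2-fold changed direction except OTUD7A. The number that fell below 2-fold was 33 with normexp and loess, 15 with the offset of 0, 10 with the spike-in scaling and 9 with the mean of all probes. Of the 40 counts for the pathways of Tables 2 to 4, the number that moved by over 1.5 times was 38 with normexp and loess, 33 with both channels well above background, 19 with treat, 33 with any probe, 39 with probes counted, 25 with the spike-in scaling and 31 with the offset of 0, and 0 with each of the other alternatives. Signal over background limits the counts: of the genes called at 2 Gy, 1572 were well above background in both channels on every scan, and 2577 at 10 Gy.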

Differences from the paper's values

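At 2 Gy, 11 genes were at least 5-fold lower, and the paper's number is 1. All alternatives set before the data were examined also differ from it, from 0 with normexp and loess to 13. CCNG2 was 1.55-fold higher at 2 Gy by its brightest probe, and the paper's fold change is 5.49. All alternatives set before the data were examined that give a value for it also differ. Its other probes gave 2.57-fold and a log2 ratio of -0.04 at 2 Gy, so none of its 3 probes reaches the paper's value.

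The numbers of genes at least 2-fold higher at 2 Gy within the lists of Table 2 were 27 for proteoglycans in cancer (the paper's gene count is 47), 36 for pathways in cancer (the paper's 74), 18 for Hippo signaling (the paper's 37), 19 for focal adhesion (the paper's 43), 17 for stem cell pluripotency (the paper's 32), 16 for FoxO signaling (the paper's 29), 8 for p53 signaling (the paper's 18), 24 for Rap1 signaling (the paper's 39), 12 for the cell cycle (the paper's 25), 13 for phosphatidylinositol signaling (the paper's 21), 21 for Ras signaling (the paper's 39), 12 for Wnt signaling (the paper's 26), 9 for inositol phosphate metabolism (the paper's 16), 29 for PI3K-Akt signaling (the paper's 53) and 9 for VEGF signaling (the paper's 14). Among the alternatives set before the data were examined, any probe of a gene and probes counted in place of genes come within 1.5 times of the paper for all of them. The mean of all probes also does so for Rap1, phosphatidylinositol and VEGF signaling and inositol phosphate metabolism. The others do not. These counts and those below include genes with a channel dim on every scan.

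The numbers at least 2-fold higher at 10 Gy within the lists of Table 3 were 22 for endocytosis (the paper's gene count is 53), 16 for Hippo signaling (the paper's 37), 25 for proteoglycans in cancer (the paper's 45), 17 for FoxO signaling (the paper's 33), 17 for AMPK signaling (the paper's 31), 7 for p53 signaling (the paper's 18), 17 for focal adhesion (the paper's 39), 32 for PI3K-Akt signaling (the paper's 59), 14 for neurotrophin signaling (the paper's 24), 12 for stem cell pluripotency (the paper's 27), 8 for mTOR signaling (the paper's 14), 9 for Wnt signaling (the paper's 26), 11 for TNF signaling (the paper's 21) and 12 for the cell cycle (the paper's 23). The numbers changed at both doses within the lists of Table 4 were 13 for Hippo signaling (the paper's gene count is 33), 22 for proteoglycans in cancer (the paper's 37), 14 for endocytosis (the paper's 40), 6 for p53 signaling (the paper's 17), 15 for focal adhesion (the paper's 34), 15 for stem cell pluripotency (the paper's 25), 12 for FoxO signaling (the paper's 24), 8 for Wnt signaling (the paper's 23) and 19 for Rap1 signaling (the paper's 31). Counting any probe of a gene or counting probes comes within 1.5 times of the paper for all of these, and the other alternatives set before the data were examined do not.

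In Table 1, more genes are higher than lower at 10 Gy at both thresholds. Here, 1816 were higher and 1858 lower at 2-fold, and 149 higher and 150 lower at 5-fold. More genes were higher at both thresholds with the mean of all probes, any probe of a gene, probes counted in place of genes and either 10 Gy array alone, and with the spike-in scaling, which was chosen after seeing the values. At 2-fold this also held for the first and the last scan alone, and at 5-fold for normexp with loess at either offset; the single scans and the offset of 0 were chosen after seeing the values.

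The paper describes the pathways of Tables 2 and 3 as upregulated from the genes listed there. By the brightest probe, 112 of 219 measured genes of Table 2 were at least 2-fold higher at 2 Gy and 126 of 253 of Table 3 at 10 Gy, against 209 and 237 when any probe counted. Of the genes of Table 4, 67 of 151 were changed at both doses by the brightest probe and 134 when any probe counted.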

Other observations

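The tests of repeat scans, of the 2 arrays of a dose, of the majority of higher genes at 2 Gy and of lower genes at 10 Gy were chosen after the results had been seen. Those of the Cy3 channels, the shared control, the base composition and the background treatment were set before their results were seen.

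The files of 1 array position are consistent with repeat scans of 1 array, which the scan and position entries of the file headers state. Over 264 probes printed 10 times, the deviations of single spots from their probe's mean were correlated by 0.353 on average between files of the same position (lowest 0.285) and by 0.131 between files of different positions (highest 0.266). Over the 207 of these probes that were bright on every scan, a check added after the first, the lowest value within a position was 0.466 and the highest between positions 0.230. In the raw Cy3 signal of these probes, the lowest within a position was 0.636 and the highest between positions 0.629, hardly apart. The 2 arrays of a dose are consistent with 1 pair of labelled RNAs, with a root mean square difference of 1.05 times the spot noise at 2 Gy, while the Cy3 channels of the 2 doses differed by 3.73 and 3.36 times that noise. The same comparison within a dose gave 1.11 and 1.13 for Cy3. Separate cultures that differ very little stay open.

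Variation between separately labelled samples of the kind seen in Cy3 is argued against as the whole explanation of the genes called at 2 Gy. The Cy3 channels of the 2 doses differed at least 2-fold in 75 genes, against 2644. Among genes with bright Cy3 these numbers were 8 and 1555. The Cy3 RNA may be 1 extract labelled 2 times, so variation between cultures stays open, as do dye effects.

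For the 1556 genes at both doses, a shared control with no effect of irradiation cannot be told apart from an effect of irradiation. Simulated unchanged samples gave at most 880, which by the rule set beforehand would have argued against this explanation. That verdict was withdrawn, because a single control sample may lie further from both irradiated samples than the simulation allows. A dye effect tied to the base composition of the probe is argued against: composition accounted for 3.28% of the variance of the mean of the doses, less than the 5.49% of their difference, and 1521 genes were left at both doses after removing the fitted trend. Other dye effects stay open, because no dye was swapped.

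For the majority of higher genes at 2 Gy (65.8%), an effect of dim probes cannot be told apart from an effect of irradiation on genes that are low in the control. Among genes bright in both channels on every scan 51.1% were higher, but bright Cy3 is also what genes low in the control lack, and 799 of the higher genes had Cy3 dim on every scan. Normexp with loess gave 81.7%. The smaller counts with normexp and loess are consistent with its treatment of dim probes. In the 6040 genes with the brightest signal, Feature Extraction and normexp gave 280 and 281 genes at 2 Gy and 481 and 442 at 10 Gy, ratios of 0.996 and 1.09, against 3.85 and 3.14 over all genes.

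More genes were lower than higher at 10 Gy against 2 Gy. Dim probes are argued against, as 893 genes were lower and 97 higher among bright genes. The dye normalization cannot be told apart from an effect of the dose: scaling to the spike-in controls gave 10802 genes higher at 10 Gy, an outcome fixed by the shift of the 2 Gy arrays.

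The 4 lists fixed before the data were examined describe these samples without a test. Percentiles are among 10000 random lists matched on signal. The median log2 ratio of 24 p53 targets was 0.32 at 2 Gy (percentile 99.93) and 0.77 at 10 Gy (percentile 100), with a difference between 10 and 2 Gy of 0.30 (percentile 99.85). With the 2 genes dim at 2 Gy at their bounds, the first median was 0.27. BBC3 and TP53INP1 had log2 ratios of 3.42 and 2.06 at 2 Gy, and ZMAT3, with Cy3 dim on every scan and taken at its limit, was at least 2.16-fold higher. For ZMAT3 this limit is the probe's own signal. At 10 Gy, TP53INP1, BBC3 and AEN had log2 ratios of 3.02, 2.92 and 1.56. The median of 20 hypoxia-induced genes was 0.52 (percentile 100) and 0.13 (93.31), and their difference between 10 and 2 Gy was -0.30 (percentile 0.03). Whether the cells stayed at 0.2% oxygen until harvest is not stated. ERO1A had log2 ratios of 1.32 and 1.08, BNIP3 had 1.13 and PDK1 1.01 at 2 Gy, ADM had 1.14 and VEGFA -0.79 at 10 Gy. The 4 VEGFA probes ranged from -0.79 to 0.27 at 10 Gy. The median of 20 cell division genes was 0.32 (percentile 99.89) and 0.62 (percentile 100), with a difference of 0.25 (percentile 98.75), led by NUSAP1 (log2 ratios 1.53 and 1.93), TTK (0.91 and 1.46), CCNB1 (0.86 at 2 Gy) and AURKB (1.22 at 10 Gy). The median of 20 DNA replication genes was -0.23 (percentile 10.66) and -0.16 (percentile 19.97), with a difference of -0.009 (percentile 34.66). RFC3 had log2 ratios of 1.14 and 1.22, dim on some scans, CDC6 had -0.63 at 2 Gy and MCM6 had -0.88 at 10 Gy. CCNE2, with Cy3 dim on every scan and taken at its limit, was at least 1.15-fold higher at 2 Gy, and its 2 arrays gave log2 ratios of 0.30 and 1.25. The 2 Gy medians of the first 3 lists were negative when scaled to the spike-in controls (-0.53, -0.33 and -0.53), which follows from the shift of all genes.

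GSK3A and GSK3B, which encode the kinase GSK-3 that the paper names, had log2 ratios of -0.44 and 0.37 at 2 Gy and -0.07 and 0.15 at 10 Gy, and neither was changed 2-fold. The value of GSK3B at 2 Gy was below 0 with the spike-in scaling. DICER1, which the paper names, had log2 ratios of 0.18 at 2 Gy and -0.77 at 10 Gy. Its value at 2 Gy was below 0 with the mean of all probes and with the spike-in scaling.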
